# Disruption of a Hedgehog-Foxf1-Rspo2 signaling axis leads to tracheomalacia and a loss of Sox9^+^ tracheal chondrocytes

**DOI:** 10.1242/dmm.046573

**Published:** 2021-02-04

**Authors:** Talia Nasr, Andrea M. Holderbaum, Praneet Chaturvedi, Kunal Agarwal, Jessica L. Kinney, Keziah Daniels, Stephen L. Trisno, Vladimir Ustiyan, John M. Shannon, James M. Wells, Debora Sinner, Vladimir V. Kalinichenko, Aaron M. Zorn

**Keywords:** Trachea, Tracheomalacia, Cartilage, Hedgehog

## Abstract

Congenital tracheomalacia, resulting from incomplete tracheal cartilage development, is a relatively common birth defect that severely impairs breathing in neonates. Mutations in the Hedgehog (HH) pathway and downstream Gli transcription factors are associated with tracheomalacia in patients and mouse models; however, the underlying molecular mechanisms are unclear. Using multiple *HH/Gli* mouse mutants, including one that mimics Pallister–Hall Syndrome, we show that excessive Gli repressor activity prevents specification of tracheal chondrocytes. Lineage-tracing experiments show that Sox9^+^ chondrocytes arise from HH-responsive splanchnic mesoderm in the fetal foregut that expresses the transcription factor Foxf1. Disrupted HH/Gli signaling results in (1) loss of Foxf1, which in turn is required to support Sox9^+^ chondrocyte progenitors, and (2) a dramatic reduction in *Rspo2*, a secreted ligand that potentiates Wnt signaling known to be required for chondrogenesis. These results reveal an HH-Foxf1-Rspo2 signaling axis that governs tracheal cartilage development and informs the etiology of tracheomalacia.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Genetic and molecular analyses of mutant mouse embryos reveal a HH-Foxf1-Rspo2 signaling axis that informs the mechanistic basis of tracheomalacia in individuals with Hedgehog pathway mutations.

## INTRODUCTION

Impaired formation of the tracheal cartilage, or tracheomalacia, occurs in 1 in 2100 live births and can result in life-threatening airway collapse and impaired breathing (Boogaard et al., 2005; Kamran and Jennings, 2019). Current surgical treatment includes insertion of stents to keep the airway open, but these frequently lead to localized inflammation and multiple subsequent surgeries as the patients age (Fraga et al., 2016; Wallis et al., 2019). Generating biologically accurate replacement tissue from pluripotent stem cells is an aspirational strategy to improve patient care, but this requires a detailed understanding of both normal fetal tracheal development and the etiology of tracheomalacia (Fraga et al., 2016; Wallis et al., 2019).

Tracheal cartilage development in the mouse begins by embryonic day (E)11.5 with expression of the transcription factor Sox9, a master regulator of chondrogenesis, in the ventral and lateral splanchnic mesenchyme surrounding the fetal trachea (Hines et al., 2013). Sox9^+^ cells do not condense around the dorsal side of the trachea, which forms the trachealis smooth muscle. Between E11.5 and E14.5, as the trachea continues to lengthen and grow, the Sox9^+^ presumptive chondrocytes organize into distinct C-shaped rings separated by fibroelastic tissue along the anterior-posterior axis of the trachea (Kishimoto et al., 2018; Park et al., 2010). By E15.5, the chondrocytes differentiate into cartilage rings (Park et al., 2010). Hedgehog (HH) and Wnt signaling are critical for tracheal cartilage development in mice, and mutations in these pathways have been associated with tracheomalacia in patients; however, how these pathways interact to regulate tracheal chondrogenesis is unclear (Sinner et al., 2019).

The transcription factor Sox9 is required for the development of chondrocyte progenitors throughout the body (Lefebvre et al., 2019). Genetic deletion of *Wls*, which encodes the cargo protein essential for Wnt ligand secretion from the tracheal epithelium, leads to a loss of Sox9 expression in the tracheal mesenchyme and a failure in chondrocyte development, causing eventual tracheomalacia (Snowball et al., 2015). Mutations in a number of other Wnt ligands or receptors expressed in the fetal foregut, including *Wnt4*, *Wnt5a*, *Wnt7b*, *Ror2* and *Rspo2*, also display deficits in cartilage development with varying extents of tracheomalacia (Bell et al., 2008; Caprioli et al., 2015; Kishimoto et al., 2018; Li et al., 2002).

Disruption in HH signaling can similarly result in tracheomalacia and loss of Sox9^+^ tracheal chondrocytes in mice (Litingtung et al., 1998; Miller et al., 2004; Motoyama et al., 1998; Park et al., 2010). The HH pathway regulates gene expression via zinc finger Gli transcription factors. In the absence of HH ligands, the HH receptor Smoothened is inhibited, leading to the proteolytical processing of Gli2 and Gli3 into isoforms that act as transcriptional repressors (GliR) (Briscoe and Thérond, 2013). In the presence of HH, Smoothened is active, leading to the production of full-length Gli2 and Gli3 isoforms that activate target gene transcription (GliA). In general, Gli3 predominantly acts in the transcriptional repressor form, whereas Gli2 largely acts as a transcriptional activator (Litingtung et al., 2002; te Welscher et al., 2002; Vokes et al., 2008). Shh ligand is expressed in the developing foregut epithelium in which it signals to the surrounding mesenchyme to regulate Gli activity (Ioannides et al., 2003). In *Shh^−/−^* mutants, the primitive foregut tube fails to separate into distinct trachea and esophagus (Litingtung et al., 1998; Miller et al., 2004; Park et al., 2010). Cartilage never forms around the mutant foregut and there is a dramatic reduction in Sox9 expression and proliferation of the ventral foregut mesenchyme (Litingtung et al., 1998; Miller et al., 2004; Park et al., 2010). *Gli2^−/−^;Gli3^+/−^* mouse embryos that have only one copy of Gli3 also exhibit tracheomalacia, whereas *Gli2^+/−^;Gli3^−/−^* embryos, which lack Gli3 but have a single copy of Gli2, do not (Motoyama et al., 1998; Nasr et al., 2019). These data suggest that the balance of GliA to GliR is critical for normal tracheal development.

Indeed, Pallister–Hall Syndrome (PHS) [Online Mendelian Inheritance of Man (OMIM): 146510] patients have a heterozygous mutation in *GLI3* that leads to a truncated protein lacking the transcriptional activation domain. As a result, the mutant protein only has GLI3R transcriptional repression even in the presence of active HH signaling. PHS patients can exhibit multiple syndromic phenotypes and often present with laryngeal clefts and tracheomalacia (Bose et al., 2002; Johnston et al., 2005).

Thus, although both HH and Wnt are critical for tracheal development, how they functionally interact is unclear. Here, we use conditional *Smo^f/f^* mouse mutants, which lack GliA, and *Gli3T^Flag/+^* transgenic mice, which overexpress Gli3R, to show that imbalance of Gli activator and repressor activity disrupts specification of Sox9^+^ tracheal chondrocytes, resulting in a tracheomalacia phenotype. We find that HH/Gli promotes the expression of Foxf1 in the ventral foregut mesenchyme, which in turn is required for Sox9 expression. Transcriptional profiling of *Foxg1Cre;Gli3T^Flag/+^* foregut tissue reveals that, in addition to loss of *Foxf1* and *Sox9*, there is a dramatic reduction in the expression of *Rspo2*, a secreted ligand known to potentiate Wnt signaling, which is required for cartilage development (Bell et al., 2008). *In situ* hybridization confirmed reduced expression of *Rspo2*, as well as the Wnt response gene *Notum* in the ventral tracheal mesenchyme (Gerhardt et al., 2018). Re-analysis of published ChIP-seq data suggests that *Rspo2* is a direct transcriptional target of Foxf1. These data reveal an HH-Foxf1-Rspo2 axis in which epithelial HH regulates Wnt signaling in the mesenchyme, promoting the specification of Sox9^+^ tracheal chondrocytes.

## RESULTS

### Tracheal chondrocytes arise from the splanchnic foregut mesoderm

In order to investigate the mechanisms of early tracheal chondrogenesis, we first performed lineage-tracing experiments to confirm that the Sox9^+^ tracheal chondrocytes are derived from the lateral plate mesoderm and not the neural crest, which give rise to laryngeal cartilage (Tabler et al., 2017). For these experiments we crossed floxed *mT/mG* reporter mice to three different Cre lines: *Foxg1Cre* which recombines in the foregut mesendoderm beginning at E8.5; *Dermo1Cre*, which recombines in the lateral plate mesoderm beginning at E9.5 (Fig. S1); or *Wnt1Cre*, which recombines in the early neural crest cells (Boucherat et al., 2015; Hébert and McConnell, 2000; Lewis et al., 2013; Li et al., 2008; Muzumdar et al., 2007; Ustiyan et al., 2018). At E13.5, the *Foxg1Cre*- and *Dermo1Cre*-expressing splanchnic mesoderm lineage traced Sox9^+^ tracheal chondrocytes surrounding the trachea, as well as the Foxf1^+^ mesenchyme and smooth muscle of the esophagus and dorsal trachealis muscle, but they did not trace the Sox9^+^ cells between the smooth muscle layers of the esophagus (Fig. S1C, Fig S2A-C). In contrast, the Wnt1^+^ cells did not trace the Sox9^+^ tracheal chondrocytes or Foxf1^+^ smooth muscle (Fig. S2B,C), but did lineage trace the Sox9^+^ enteric neurons between the esophageal smooth muscle layers (Fig. S2D), as well as Sox9^+^ chondrocytes in more anterior sections through the larynx (data not shown), consistent with previous reports (Adachi et al., 2020; Tabler et al., 2017). This demonstrates that the laryngeal and tracheal cartilages have distinct origins, with the latter arising from the lateral plate mesoderm.

### HH/Gli imbalance leads to tracheomalacia

PHS patients, with a mutated copy of *GLI3* that leads to excessive *GLI3R*, frequently present with tracheomalacia (Bose et al., 2002; Johnston et al., 2005). To better understand how disrupted HH/Gli signaling results in tracheomalacia, we analyzed a series of conditional mouse mutants in which we either deleted the HH receptor *Smo*, which effectively removes GliA, or we ectopically expressed *Gli3T^Flag/+^*, which, like PHS patients, has elevated Gli3R activity but preserved GliA function (Vokes et al., 2008)*.* We also took advantage of the different times of *Foxg1Cre* and *Dermo1Cre* recombination to examine the temporal roles of HH/Gli activity.

At E15.5, all the *Gli3T^Flag/+^* and *Smo^f/f^* mutants showed varying degrees of tracheomalacia, with reduced cartilage development, as indicated by Alcian Blue staining (Fig. 1A). The early *Foxg1Cre* mutants were more severe than the later *Dermo1Cre* mutants. *Foxg1Cre;Smo^f/f^* mutants had the most severe tracheomalacia, as well as tracheal stenosis and a hypoplastic foregut, whereas the later-acting *Dermo1Cre;Smo^f/f^* mutant tracheas had relatively more cartilage than the other mutants. All mutants also showed varying losses of the dorsal trachealis muscle (Fig. 1B), as well as some degrees of esophageal stenosis, supporting that HH/Gli signaling is also required for esophageal development (Jia et al., 2018; Litingtung et al., 1998).

**Fig. 1.**
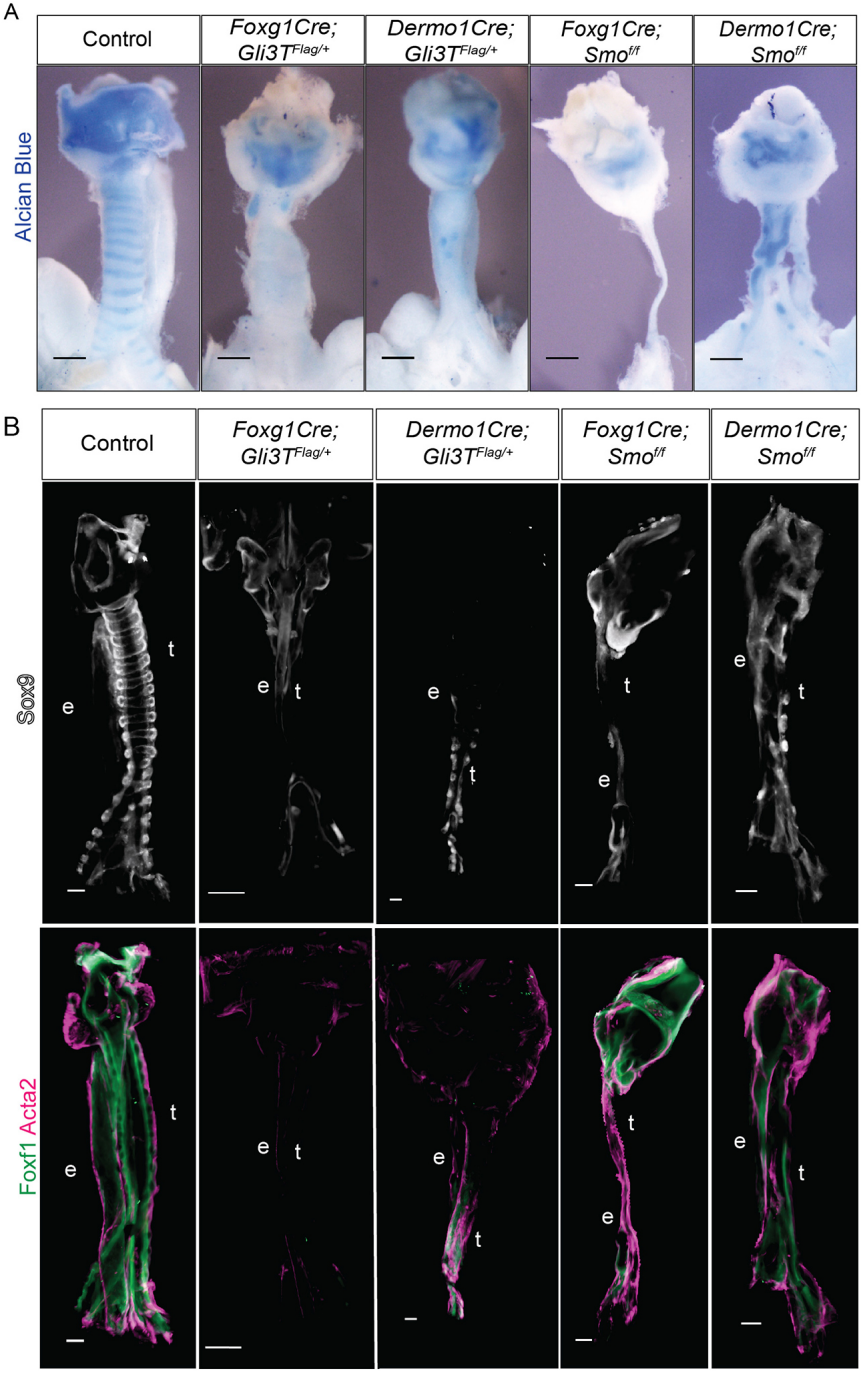
**Imbalance in Gli activity leads to tracheomalacia.** (A) Alcian Blue whole mounts of dissected E15.5 foreguts from control, *Foxg1Gli3T^Flag/+^*, *Dermo1Cre;Gli3T^Flag/+^*, *Foxg1Cre;Smo^f/f^* and *Dermo1Cre;Smo^f/f^* embryos. Earlier mutations generated using *Foxg1Cre* produced more severe tracheomalacia compared to *Dermo1Cre*-mediated deletions. *N*=3-5 embryos/genotype. (B) Sox9, Foxf1 and Acta2 whole-mount immunostaining of dissected E15.5 foreguts from control, *Foxg1Gli3T^Flag/+^*, *Dermo1Cre;Gli3T^Flag/+^*, *Foxg1Cre;Smo^f/f^* and *Dermo1Cre;Smo^f/f^* embryos. *Foxg1Cre* mutants display more significant reductions in Sox9 and Foxf1 compared to *Dermo1Cre* mutants, suggesting that impaired tracheal mesenchymal specification may contribute to tracheomalacia. *n*=3-5 embryos/genotype. Scale bars: 100 µm. e, esophagus; t, trachea.

We next investigated whether Sox9^+^ tracheal chondrocytes were present at E15.5 but undifferentiated as a result of disrupting the HH/Gli pathway. However, all mutants showed reduced Sox9 levels that correlated with the level of Alcian Blue staining (Fig. 1B), suggesting the loss of cartilage was not due primarily to a failure in differentiation, but rather due to a loss of Sox9^+^ chondrocytes. We also observed a reduction in Foxf1, a direct Gli target that is required for foregut smooth muscle development (Hoffmann et al., 2014; Hoggatt et al., 2013; Ustiyan et al., 2018). Co-staining with Acta2 confirmed reduced smooth muscle differentiation, particularly in the *Gli3T* mutants (Fig. 1B). The more dramatic loss of Sox9^+^ tracheal chondrocytes and Foxf1^+^ muscle in *Foxg1Cre* mutants compared to *Dermo1Cre* mutants correlates with the more efficient early recombination by *Foxg1Cre* at E9.5. *Dermo1Cre* is less efficient and does not recombine robustly until E10.5 (Fig. S1A,B) (Boucherat et al., 2015; Ustiyan et al., 2018). This suggests that HH/Gli signaling begins acting in the foregut lateral plate mesoderm between E8.5 and E9.5, consistent with previous reports (Rankin et al., 2016).

### Dynamic Foxf1 and Sox9 localization during tracheal development

As the phenotypes suggested an early disruption in chondrocyte development, we set out to better characterize the earliest expression of Sox9. Immunostaining showed that at E10, before separation of the foregut into distinct trachea and esophagus, the splanchnic mesoderm uniformly expressed Foxf1 with only rare interspersed Sox9^+^ cells (Fig. 2A). Robust Sox9 was first detected in the ventral-lateral mesoderm surrounding the trachea at E10.5 just after foregut separation, with the staining intensity and number of Sox9^+^ cells increasing by E11.5 (Fig. 2A; Hines et al., 2013). *Foxg1Cre;mTmG* lineage-tracing experiments indicated that the Sox9^+^ cells surrounding the ventral-lateral trachea were mesoderm-derived chondrocytes, whereas the dispersed Sox9^+^ cells around the presumptive esophagus were neural crest cells that gave rise to Tubb3^+^ enteric neurons (Fig. S1C). Initially Sox9 and Foxf1 were co-expressed in the ventral mesoderm, but as development proceeds, the upregulation of Sox9 in chondrocytes was coincident with a downregulation of Foxf1. By E11.5, the Sox9 and Foxf1 expression domains were largely distinct, with Foxf1 being restricted to the presumptive trachealis muscle, indicating a segregation of chondrocyte and smooth muscle lineages (Hines et al., 2013). Interestingly, Sox9/Foxf1 double-positive cells persisted at the cartilage-smooth muscle boundary (Fig. 2A, E11 inset).

**Fig. 2.**
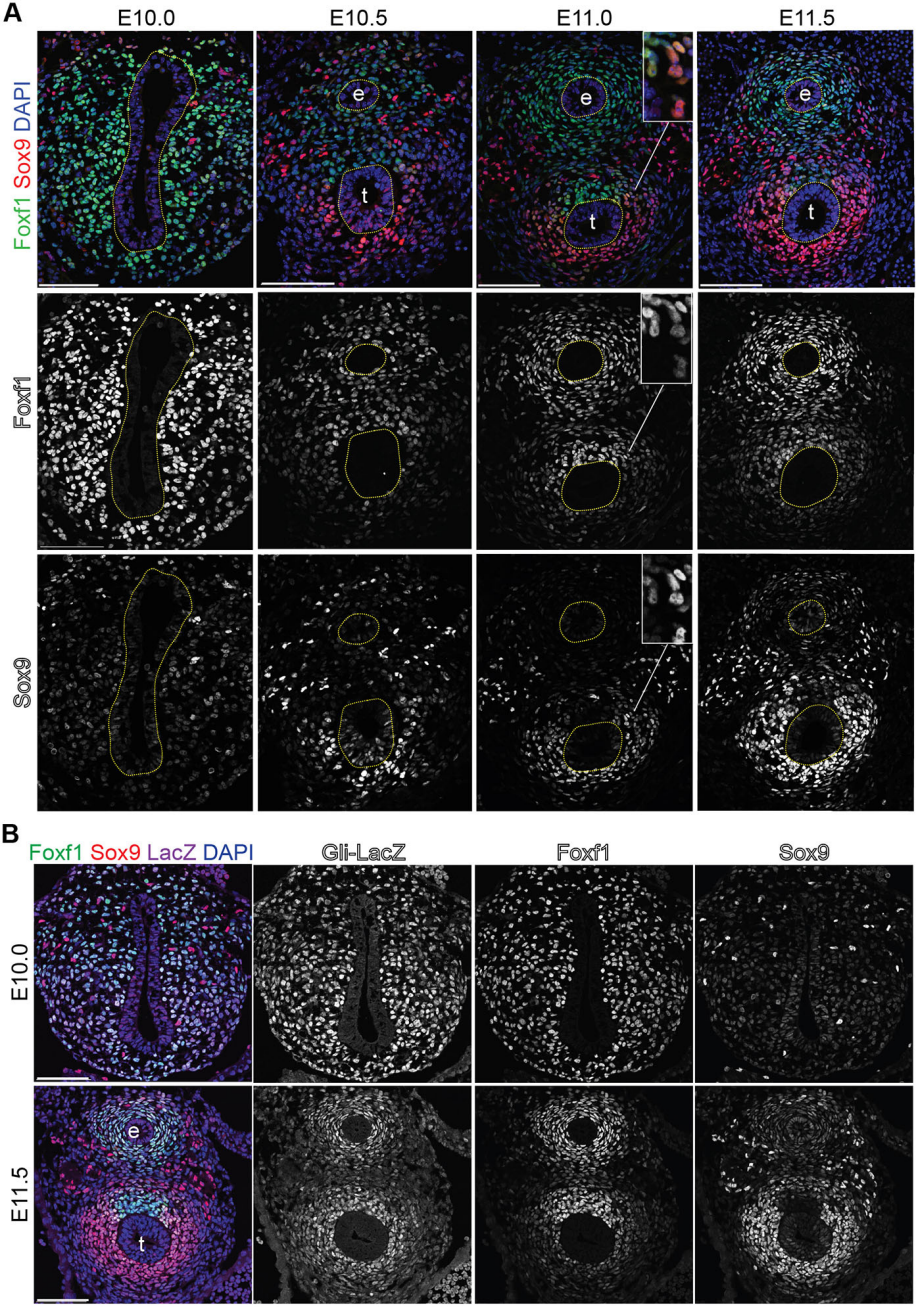
**Dynamic Sox9 and Foxf1 expression during tracheal chondrocyte specification.** (A) Foxf1 (green) and Sox9 (red) immunostaining of control embryos between E10 and E11.5. Foxf1 is initially expressed throughout the lateral plate mesoderm but then downregulated in the ventral tracheal mesoderm relative to the dorsal tracheal mesoderm by E11.5. Sox9 is only found in neural crest cells at E10 but progressively localized to the ventral tracheal mesoderm between E10.5 and E11.5. The inset shows Sox9^+^/Foxf1^+^ co-expressing cells at the boundary between the presumptive smooth muscle and chondrocytes. The dotted-yellow lines indicate the epithelial-lined trachea and esophagus lumen. *N*=3-5 embryos/stage. (B) Immunostaining of LacZ (β-galactosidase), Foxf1 and Sox9 in E10 and E11.5 Gli1^LacZ/+^ embryos, showing the direct HH-target Gli1 expressed throughout the mesoderm surrounding the esophageal and tracheal endoderm. Scale bars: 100 µm. e, esophagus; t, trachea.

As upregulation of Sox9 and downregulation of Foxf1 in the ventral tracheal mesenchyme follows tracheoesophageal separation, we investigated whether these expression dynamics were dependent on tracheoesophageal separation and/or epithelial identity. Nkx2-1 and Sox2 are transcription factors required for the development of the tracheal and esophageal endoderm epithelia, respectively (Minoo et al., 1999; Que et al., 2007). *Nkx2-1^−/−^* mutants have a single undivided foregut tube of esophageal character, whereas deletion of *Sox2* from the foregut results in an undivided foregut tube of tracheal character (Kuwahara et al., 2020; Que et al., 2009, 2007; Teramoto et al., 2020; Trisno et al., 2018). A re-analysis of these mutants showed that the single undivided foregut in both the *Sox2* and *Nkx2-1* mutant embryos was correctly patterned. However in *Nkx2-1* mutants there appeared to be fewer Sox9^+^ chondrocytes compared to controls or *Sox2* mutants, whereas the *Sox2* mutants seemed to have far fewer Foxf1^+^ cells compared to controls or *Nkx2-1* mutants (Fig. S3). Thus, the emergence of tracheal chondrocytes with an upregulation of Sox9 and a downregulation of Foxf1 is influenced by the epithelial identity but not dependent on tracheoesophageal separation.

### Hedgehog/Gli activity is required for specification of the tracheal mesenchyme

We next considered whether dynamic HH signaling might account for the reciprocal Sox9-Foxf1 expression pattern. Analysis of *Shh^GFP/+^* embryos with GFP knocked into the *Shh* locus, as well as RNAScope *in situ* hybridization, showed that at E10.5, *Shh* was enriched in the tracheal epithelium, but by E11.5, *Shh* was more strongly expressed in the esophageal epithelium (Fig. S4), consistent with previous reports (Ioannides et al., 2003). In contrast *Ihh* was weakly expressed in the E10.5 trachea epithelium and mesenchyme but undetectable by E11.5 (Fig. S4B). We postulated that this expression pattern might result in an overall reduction of HH response in the ventral tracheal mesoderm correlating with reduced Foxf1 and increased Sox9. We took advantage of *Gli1LacZ* reporter mice as Gli1 is a direct transcriptional target of HH-Gli2/3 signaling, enabling us to examine the overall impact of both Shh and Ihh activity (Briscoe and Thérond, 2013). Contrary to our hypothesis, Gli1LacZ was uniformly expressed in the foregut mesoderm surrounding the gut tube at both E10 and E11, with no obvious difference in trachea versus esophageal mesenchyme (Fig. 3B). RNAScope *in situ* hybridization confirmed this *Gli1* expression pattern and also showed uniform *Smo* expression in the foregut, supporting the conclusion that HH/Gli signaling is still active in the E11.5 ventral tracheal mesoderm (Fig. S4C).

**Fig. 3.**
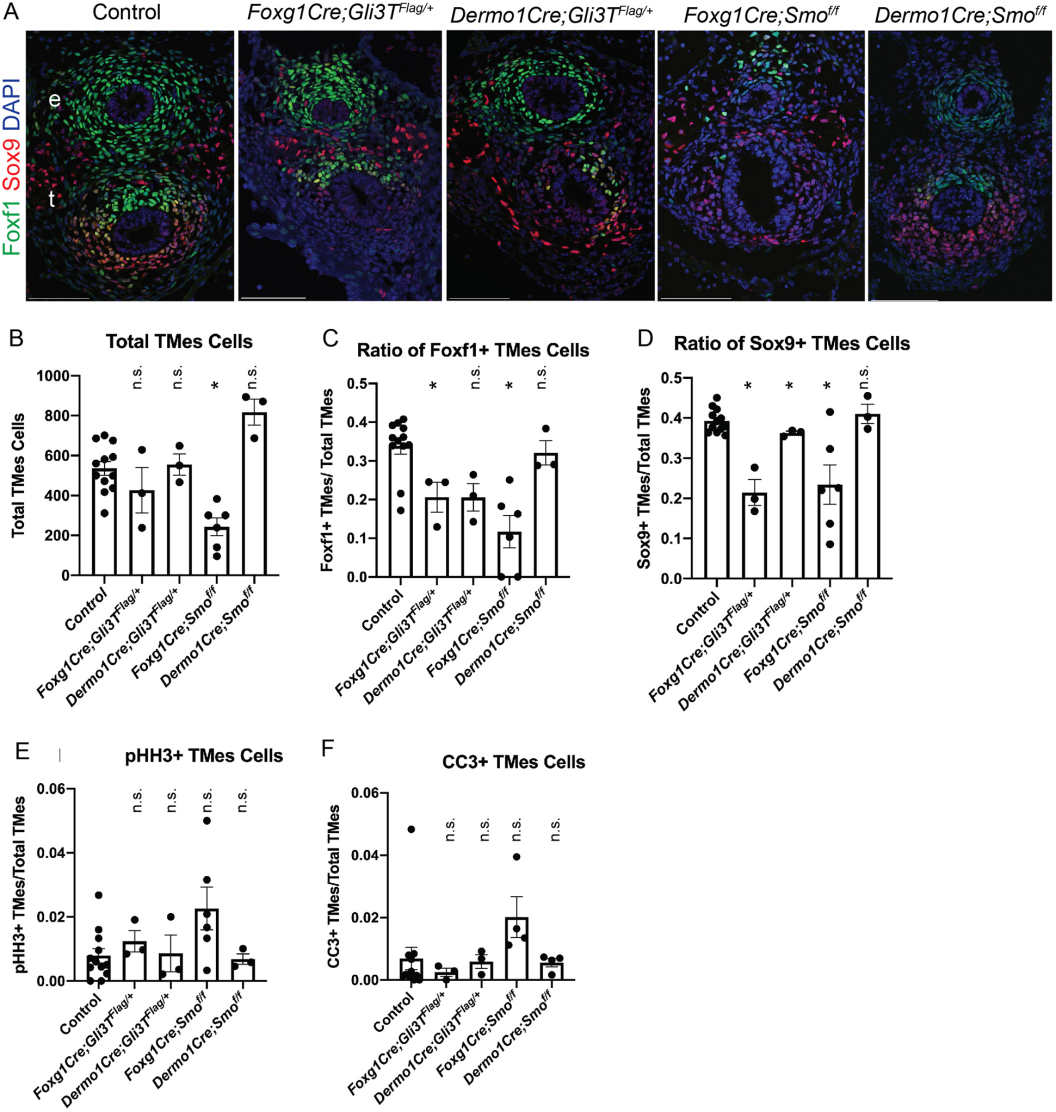
**Hedgehog/Gli signaling supports tracheal mesenchymal specification.** (A) Foxf1 (green) and Sox9 (red) immunostaining of E11.5 foregut transverse sections from control, *Foxg1Cre;Gli3T^Flag/+^*, *Dermo1Cre;Gli3T^Flag/+^*, *Foxg1Cre;Smo^f/f^* and *Dermo1Cre;Smo^f/f^* embryos. *Foxg1Cre* mutants have fewer Foxf1^+^ and Sox9^+^ mesoderm cells compared to *Dermo1Cre* mutants and control embryos. *N*=3-5 embryos/genotype. Scale bars: 100 µm. e, esophagus; t, trachea. (B-F) Quantification of E11.5 immunostaining for each genotype showing the total number of cells in the tracheal mesoderm (B, TMes), the ratio of Foxf1^+^/total TMes cells (C), the ratio of Sox9^+^/total TMes cells (D), the mitotic index of phospho-histone H3 (pHH3^+^)/total TMes cells to indicate proliferation (E), and the ratio of cleaved caspase-3 (CC3^+^)/total TMes cells to indicate apoptosis (F). Histograms are mean±s.e.m., with data points for each individual embryo shown. *P<0.05 (unpaired two-sided Student's *t*-test with unequal variance). n.s., not significant. *N*=3-5 embryos/genotype.

Next, we performed Foxf1 and Sox9 immunostaining on *Gli3T^Flag/+^* and *Smo^f/f^* mutants at E11.5 to examine the initial defects in tracheal chondrogenesis (Fig. 3A). The *Foxg1Cre;Smo^f/f^* and *Foxg1Cre;Gli3T^Flag/+^* mutants had a reduced number of Sox9^+^ chondrocytes and also exhibited reduced ventral Foxf1 expression compared to controls (Fig. 3A-D). *Dermo1Cre* mutants appeared to be mostly unchanged in both overall tracheal mesoderm cell number and lineage-specific populations, although they did exhibit a trend of reduced Foxf1 expression levels (Fig. 3A-C). As we observed loss of Sox9 and Foxf1 at E15.5 in both *Dermo1Cre* mutants, this suggested a continuing role for HH/Gli signaling in maintaining Foxf1 and Sox9 expression and promoting tracheal chondrogenesis.

As HH signaling is known to maintain cell proliferation and survival in many contexts (Bohnenpoll et al., 2017; Li et al., 2004), we assessed whether this might contribute to the tracheomalacia phenotype in *Smo^f/f^* and *Gli3T^Flag/+^* mutants. At E11.5, there were no statistically significant changes in either tracheal mesodermal cell proliferation or apoptosis in any of the mutants as determined by quantification of phospho-histone H3 or cleaved caspase-3 immunostaining, respectively (Fig. 3E,F; Fig. S5A). However, previous studies have demonstrated that HH/Gli does indeed promote splanchnic mesoderm proliferation and survival from E8.5 to E9.5, which likely explains the reduced cell number in *Foxg1Cre* mutants, which recombines starting at E8.5 (Fig. 3B; Li et al., 2008; Rankin et al., 2016). However, overall, the reduced cell numbers in the *Foxg1Cre* mutant is not sufficient to explain the loss of Foxf1 and Sox9. Together, the results indicate that HH/Gli is required between E8.5 and E10.5 to maintain Foxf1 and specify Sox9^+^ chondrocytes, with prolonged signaling between E10.5 and E15.5 maintaining cartilage and smooth muscle development.

### Foxf1 is required for development of Sox9^+^ chondrocytes

Previous work has shown that loss of one *Foxf1* allele leads to impaired tracheal and esophageal development (Mahlapuu et al., 2001; Ustiyan et al., 2018). The reciprocal expression pattern of Foxf1 and Sox9, and the fact that both are reduced in the *Smo^f/f^* and *Gli3T^Flag/+^* mutants, suggest that Foxf1 may initially be required for the development of Sox9^+^ progenitors, but that Sox9 and Foxf1 might then antagonize the expression of each other. To test this, we conditionally deleted *Foxf1* using both *Foxg1Cre* and *Dermo1Cre*. *Foxg1Cre;Foxf1^f/f^* mutants exhibited a large reduction in Sox9^+^ ventral foregut mesoderm cells (Fig. 4A), consistent with the small cartilaginous nodules previously observed in *Foxf1^+/−^* tracheas (Mahlapuu et al., 2001). *Dermo1Cre;Foxf1^f/f^* mutants also exhibited fewer Sox9^+^ cells compared to controls (Fig. 4A). Quantification of cell numbers revealed that at E11.5, *Foxf1* mutants had a general trend of ∼200 fewer tracheal mesoderm cells compared to controls, whereas only the *Foxg1Cre;Foxf1^f/f^* mutants had significantly fewer Sox9^+^ cells in the tracheal mesoderm (Fig. 4C-E). Interestingly, some of the remaining Sox9^+^ cells also expressed Foxf1, suggesting that they escaped Cre recombination (Fig. 4A; arrowhead ). The fact that Sox9 was not upregulated in the *Dermo1Cre;Foxf1^f/f^* mutants indicates that Foxf1 does not repress Sox9, which was one possibility suggested by their reciprocal expression patterns. We also found that the *Foxg1Cre;Foxf1^f/f^* mutant foregut failed to separate into a distinct trachea and esophagus (Fig. 4A), consistent with our recent work suggesting that the early lateral plate mesoderm is required for morphogenesis (Nasr et al., 2019).

**Fig. 4.**
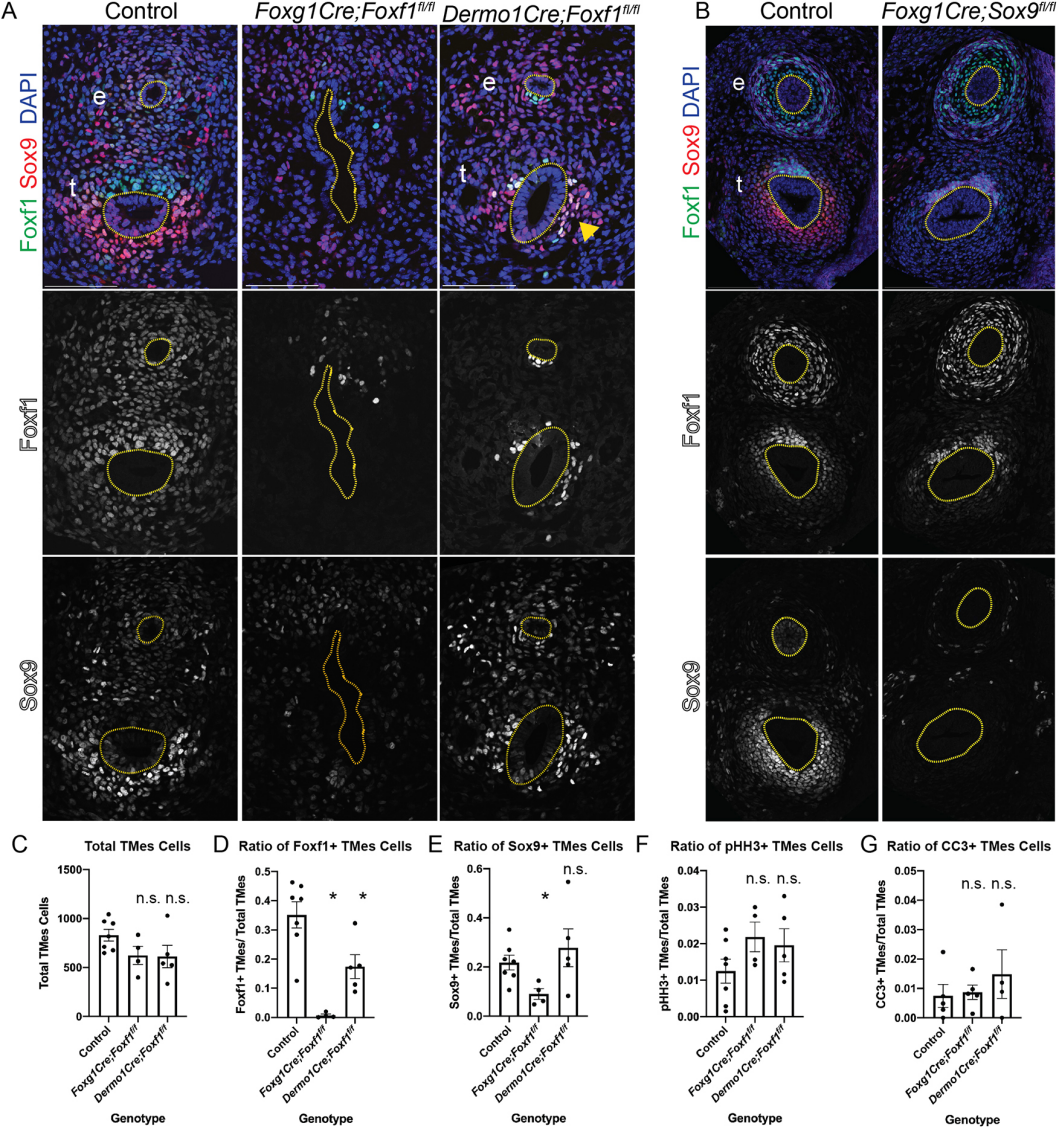
**Foxf1 is required for tracheal Sox9 expression.** (A) Foxf1 (green) and Sox9 (red) immunostaining of E11.5 control, *Foxg1Cre;Foxf1^f/f^* and *Dermo1Cre;Foxf1^f/f^* mutants. *Foxg1Cre* mutants have fewer Foxf1^+^ and Sox9^+^ cells compared to controls. *Dermo1Cre* mutants have some Sox9^+^ cells in the ventral trachea that co-localize with Foxf1 (arrowhead), suggesting that these cells escaped Cre recombination. (B) Foxf1 and Sox9 immunostaining of E13.5 control and *Foxg1Cre;Sox9^f/f^* embryos. Dotted lines indicate the trachea and esophagus. (C-G) Quantification of E11.5 immunostaining for each genotype showing the total number of cells in the tracheal mesoderm (C, TMes), the ratio of Foxf1^+^/total TMes cells (D), the ratio of Sox9^+^/total TMes cells (E), the mitotic index of phospho-histone H3 (pHH3^+^)/total TMes cells to indicate proliferation (F), and the ratio of cleaved caspase-3 (CC3^+^)/total TMes cells to indicate apoptosis (G). Histograms are mean±s.e.m., with data points for each individual embryo shown. *P<0.05 (unpaired two-sided Student's *t*-test with unequal variance). n.s., not significant. *N*=3-5 embryos/genotype. Scale bars: 100 µm. e, esophagus; t, trachea.

We next examined whether Sox9 might suppress the ventral expression of Foxf1 as chondrocytes emerge. Examination of E13.5 *Foxg1Cre;Sox9^f/f^* mutants revealed that loss of Sox9 had no impact on the ventral downregulation of Foxf1 (Fig. 4B). This suggests that Sox9 and its downstream targets are not responsible for the ventral reduction in Foxf1 expression. Thus, Foxf1 and Sox9 do not repress the expression of each other during tracheal chondrogenesis.

As previous work showed that few *Dermo1Cre;Foxf1^f/f^* mutants survive beyond E16.5 due to impaired growth and survival of the cardiovascular and pulmonary mesenchyme (Ustiyan et al., 2018), we examined cell proliferation and apoptosis. However, at E11.5, we did not detect any significant differences in cell proliferation or cell apoptosis in either *Foxg1Cre;Foxf1^f/f^* or *Dermo1Cre;Foxf1^f/f^* compared to controls (Fig. 4F,G; Fig. S5B). As neither changes in cell proliferation nor cell death can explain the relative reduction in Sox9^+^ cells in *Foxg1Cre;Foxf1^f/f^* mutants, we conclude that Foxf1 is required for initial specification of Sox9^+^ tracheal chondrocyte.

### Gli3 and Foxf1 regulate expression of *Rspo2*, a known Wnt modulator of tracheal chondrogenesis

Previous studies have shown, in different cellular contexts, that both *Foxf1* and *Sox9* are direct transcriptional targets of HH/Gli (Bien-Willner et al., 2007; Hoffmann et al., 2014; Madison et al., 2009; Tan et al., 2018). In order to discover additional Gli-regulated genes that might mediate tracheal chondrogenesis, we performed RNA-seq on E10.5 foreguts and E11.5 tracheas dissected from control and *Foxg1Cre;Gli3T^Flag/+^* embryos. 

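*Gli3*, which the transgene expresses in its truncated repressor form, was higher in every mutant library than in every control library at both stages. At E10.5 the control foreguts had 261, 255 and 289 CPM (counts scaled to the library size) and the mutants 337, 329.6 and 359. The log2 fold change was 0.35 (standard error 0.0682, adjusted p = 0.0588 from edgeR's quasi-likelihood test). At E11.5 the control tracheas had 263, 189 and 201 CPM and the mutants 426, 369, 396 and 399 (log2 fold change 0.87, standard error 0.136, adjusted p = 0.0102). Reads of the transgene and of endogenous *Gli3* were not separated in these values. *Gli3* was not called at E11.5 without control replicate 2 or 3 (adjusted p 0.0543 and 0.0760). The libraries came from 3 control and 3 mutant foreguts of E10.5 and from 3 control and 4 mutant tracheas of E11.5. The mutants carried Gli3T^Flag/+ with Cre and the controls Gli3T^Flag/+ without Cre. The paper states 3 replicates, each a separate embryo dissection, and its text does not say which 3 of the 4 mutant tracheas it used, so all 4 entered here. RNA was amplified and read as single 75-nt reads from a kit that does not mark strand. The authors aligned reads to mm10 with Bowtie2 and counted them per gene with RSEM. The deposited estimated counts summed to 16.7, 17.99 and 17.97 M in the E10.5 controls and 17.02, 15.4 and 16.8 M in the mutants. At E11.5 they summed to 12.5, 13.9 and 13.9 M in the controls and 13.6, 14.02, 15.9 and 9.65 M in the mutants. The paper states a depth of 22 to 27 M reads and the sample labels 15 to 20 M at E10.5 and 10 to 15 M at E11.5. The values here use the deposited counts. Each stage was scaled by TMM factors, and genes with too few counts were left out with filterByExpr. Mutants were compared with controls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A differentially expressed gene had a log2 fold change of at least 1 in size and an adjusted p of at most 0.05. Single genes and members of gene lists were called at an adjusted p under 0.05 alone. The 33 gene lists and the rule for the genes named were set before the data were examined. Xist, expressed from the inactive X chromosome of females, was above 100 CPM in 0 of the 3 control libraries of E10.5 and in 2 of the 3 mutants (replicates 1 and 2). At E11.5 it was above 100 CPM in 1 of the 3 controls (replicate 1) and in 2 of the 4 mutants (replicates 3 and 4). With 1 male mutant, replicate 3, and no female control at E10.5, an effect of the genotype freed of sex rests on that 1 mutant at this stage.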

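In the mutant foregut at E10.5, 18 genes were reduced and 21 increased among 15295 tested. *Cldn11*, a claudin of tight junctions, fell from 18.02 ± 1.06 CPM in controls to 5.47 ± 0.598 in mutants (SD, n = 3 and 3). Its log2 fold change was -1.72 (standard error 0.137, adjusted p = 0.00746 from edgeR's quasi-likelihood test). *Moxd1*, a monooxygenase-like protein, fell by 1.52 on the log2 scale (standard error 0.131, adjusted p = 0.00746), and *Btla*, an inhibitory receptor of lymphocytes near the floor of detection, by 3.79 (standard error 0.457, adjusted p = 0.0278). *Btla* had 2.06 CPM in controls and 0.140 in mutants, and on log2 TPM with a pseudocount of 1 it fell short of the test, at a log2 fold change of -0.89. *Gal*, which encodes the neuropeptide galanin, rose by 5.27 (standard error 0.661, adjusted p = 0.0287), and *Ccbe1*, a secreted protein of lymphatic vessel growth, by 2.23 (standard error 0.271, adjusted p = 0.0278). In the mutant trachea at E11.5, 63 of 15376 genes were reduced and 130 increased. *Iigp1*, an interferon-inducible GTPase, fell by 2.10 (standard error 0.219, adjusted p = 0.00113), and *Isl1*, a LIM homeodomain transcription factor, by 1.78 (standard error 0.272, adjusted p = 0.00906). *Rgs5*, a marker of pericytes, had 335, 75.3 and 73.4 CPM in control replicates 1, 2 and 3 and 23.7, 19.9, 31.9 and 29.02 in the mutants (log2 fold change -2.63, standard error 0.463, adjusted p = 0.0204). *Col6a3*, a collagen VI chain, rose by 2.28 (standard error 0.323, adjusted p = 0.00618), and *Ntrk2*, the receptor of brain-derived neurotrophic factor, by 2.34 (standard error 0.343, adjusted p = 0.00759). Without 1 library, the number of reduced genes at E10.5 was 0, 6 and 5 without control replicate 1, 2 or 3 and 8, 11 and 34 without mutant replicate 1, 2 or 3. The number of increased genes at E10.5 was 0, 1 and 3 without control replicate 1, 2 or 3 and 6, 10 and 72 without mutant replicate 1, 2 or 3. At E11.5 the reduced genes numbered 192, 15 and 15 without control replicate 1, 2 or 3 and 22, 39 and 25 without mutant replicate 1, 2 or 3. The increased genes at E11.5 numbered 327, 59 and 35 without control replicate 1, 2 or 3 and 77, 86 and 78 without mutant replicate 1, 3 or 4. *Cldn11* and *Moxd1* were not called without control replicate 1 (adjusted p = 0.0695 for both). *Btla* was not called without control replicate 1, 2 or 3 (adjusted p 0.174, 0.117 and 0.0783) or mutant replicate 1 or 2 (0.0763 and 0.0558). *Gal* was not called without control replicate 1, 2 or 3 (adjusted p 0.208, 0.0617 and 0.0778) or mutant replicate 1 (0.0720). *Ccbe1* was not called without control replicate 1 or 2 (adjusted p 0.208 and 0.0951) or mutant replicate 1 (0.0720). *Rgs5* was not called without mutant replicate 1 or 4 (adjusted p 0.0584 and 0.0512). *Btla* was not called at E10.5 in 2 of the 13 other settings of the fit, *Gal* in 1 of 13 and *Moxd1* in 1 of 14. *Rgs5* was not called at E11.5 in 3 of the 14 other settings of the fit.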

Differential expression analysis (Log_2_ Fold Change ≥|1|, *P*<0.05) identified 708 transcripts (70 reduced and 638 increased) with altered expression in mutants at E10.5, and 738 Gli-regulated transcripts (352 reduced and 386 increased) at E11.5 (Fig. 5A,B; Table S1). Of these, 144 genes were differentially expressed at both E10.5 and E11.5. 

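Of 14823 genes tested at both stages, 4 were reduced and 6 increased at both, at a log2 fold change of at least 1 in size and an adjusted p of at most 0.05, and none passed these thresholds in opposite directions. The reduced genes were the R-spondin *Rspo2*, the placental growth factor *Pgf*, the urokinase receptor *Plaur* and the uncharacterized gene *3425401B19Rik*. The increased genes were *Asb4*, *Atp1b1*, *Cacna2d2*, *Ccbe1*, *Gal* and *Oit3*. *Pgf* fell by 1.63 on the log2 scale at E10.5 and by 1.36 at E11.5 (adjusted p = 0.0278 and 0.0233 from edgeR). *Atp1b1*, a subunit of the sodium pump, rose by 1.46 and 1.84 (adjusted p = 0.0161 and 0.00906). The overlap was larger than chance for the reduced genes (0.0617 expected, one-sided Fisher's exact test, p = 3.42e-07) and for the increased genes (0.143 expected, p = 3.84e-09). The stages shared no library. Of the E10.5 libraries, leaving out 1 gave 0, 1 and 0 without control replicate 1, 2 or 3 and 0 and 2 without mutant replicate 1 or 2 as the number reduced at both stages, and 0, 0 and 1 without control replicate 1, 2 or 3 and 0 and 11 without mutant replicate 1 or 3 as the number increased. Of the E11.5 libraries, it gave 2 and 1 without control replicate 2 or 3 and 2, 8 and 1 without mutant replicate 1, 2 or 3 as the number reduced, and 11 without control replicate 1 as the number increased. *Pgf* was not called at E10.5 without control replicate 1, 2 or 3 (adjusted p 0.204, 0.105 and 0.0783) or mutant replicate 1 or 2 (0.0720 and 0.0601). *Atp1b1* was not called at E10.5 without control replicate 1, 2 or 3 (adjusted p 0.143, 0.0821 and 0.0686) or mutant replicate 1 (0.0533). *Pgf* was not called at E11.5 without control replicate 2 or 3 (adjusted p 0.119 and 0.0535) or mutant replicate 3 (0.0640). *Atp1b1* was not called at E11.5 without control replicate 2 or 3 (adjusted p 0.0505 and 0.0656). For the other shared genes, the fits without 1 library that ended the call at E10.5 were 3 of 6 for *Rspo2* (adjusted p up to 0.198), 6 of 6 for *Plaur* (adjusted p up to 0.211), 5 of 6 for *3425401B19Rik* (adjusted p up to 0.208), 5 of 6 for *Asb4* (adjusted p up to 0.211), 4 of 6 for *Cacna2d2* (adjusted p up to 0.217), 3 of 6 for *Ccbe1* (adjusted p up to 0.208), 4 of 6 for *Gal* (adjusted p up to 0.208) and 5 of 6 for *Oit3* (adjusted p up to 0.212). At E11.5 they were 5 of 7 for *Plaur* (adjusted p up to 0.144), 4 of 7 for *3425401B19Rik* (adjusted p up to 0.102) and 2 of 7 for *Cacna2d2* (adjusted p up to 0.0691). *Plaur* was not called at E10.5 in 8 of the 14 other settings of the fit, *Cacna2d2* in 6, *Oit3* in 6 of 13, *3425401B19Rik* in 4, *Asb4* in 3 and *Gal* in 1 of 13. *3425401B19Rik* was not called at E11.5 in 3 of the 13 other settings of the fit, *Plaur* in 3 of 13 and *Pgf* in 1 of 14.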

The reduced expression of *Hhip*, a direct HH target gene, was consistent with Gli3T repressive activity (Beachy et al., 2010). 

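*Hhip*, which encodes a membrane protein that binds and sequesters HH ligands, fell in the E10.5 foregut from 40.9 ± 9.001 CPM in controls to 13.2 ± 4.05 in mutants (SD, n = 3 and 3). The log2 fold change was -1.63 (standard error 0.252, adjusted p = 0.0419 from edgeR's quasi-likelihood test). Of 7 HH target genes tested at E10.5, 4 fell and none rose (7 lower when adjusted over the list alone). They were *Hhip*, the HH receptor *Ptch1*, and *Foxf1* and *Foxf2*, forkhead factors of the foregut mesenchyme. *Foxf2* fell by 1.81 on the log2 scale (standard error 0.125, adjusted p = 0.00746) and *Ptch1* by 0.67 (standard error 0.0860, adjusted p = 0.0297). At E11.5 *Hhip* had 52.7 ± 8.84 CPM in controls and 45.2 ± 7.52 in mutants (SD, n = 3 and 4), and its log2 fold change was -0.22 (standard error 0.153, adjusted p = 0.455). *Foxf1* was the HH target that fell at E11.5, and none of the 7 rose (3 lower when adjusted over the list alone). The effect on *Hhip* was not shown to differ between stages (interaction 1.41 on the log2 scale, adjusted p = 0.141 from edgeR). The camera test of limma called the list lower at E10.5 (adjusted p = 6.40e-09) and at E11.5 (adjusted p = 0.00282). With an estimated correlation the adjusted p was 0.0958 and 0.325. The list holds genes that the paper names from these samples, so its direction is not independent evidence. Of 12 HH pathway components tested at E11.5, 3 rose and none fell (4 higher when adjusted over the list alone). They were *Gli3* and the HH coreceptors *Cdon* (log2 fold change 1.02, standard error 0.115, adjusted p = 0.00164) and *Gas1* (log2 fold change 0.86, standard error 0.128, adjusted p = 0.00821). By camera the components were higher at E11.5 (adjusted p = 0.00828, and adjusted p = 0.392 with an estimated correlation). Reads of *Gli3* were not separated from those of the transgene. Its rise, and its part in this test, cannot be read as a response of the pathway. At E10.5 *Gas1* rose (log2 fold change 0.85, standard error 0.131, adjusted p = 0.0419), the only one of 12 components called (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.149). *Hhip* lies on chromosome 8 of GRCm38 from 79965851 to 80058006, where the antisense gene Gm27820 overlaps an exon. *Foxf2* lies on chromosome 13 of GRCm38 from 31625816 to 31631403 with the antisense gene Gm27516, and reads of these partners cannot be told apart without strand. *Hhip* was not called without control replicate 1, 2 or 3 (adjusted p 0.211, 0.102 and 0.114) or mutant replicate 1 or 2 (0.0720 and 0.0840). It was also not called with library size only (adjusted p = 0.0579), with limma-voom (0.0530), or on log2 TPM with a pseudocount of 1 or 0.1 (0.0931 and 0.0834). *Foxf2* was not called without control replicate 1 (adjusted p 0.0695). *Ptch1* was not called without control replicate 1, 2 or 3 (adjusted p 0.136, 0.134 and 0.0783) or mutant replicate 1 (0.0755). *Gas1* was not called at E10.5 without control replicate 1 or 2 (adjusted p 0.212 and 0.150) or mutant replicate 1 or 2 (0.0984 and 0.0601). *Gas1* was not called at E11.5 without control replicate 3 (adjusted p 0.0656). The number of components called higher was 1 without control replicate 3 at E11.5, and 0 and 0 without control replicate 1 or 2 and 0, 0 and 3 without mutant replicate 1, 2 or 3 at E10.5. The number of HH targets called lower at E10.5 was 0, 2 and 1 without control replicate 1, 2 or 3 and 1 without mutant replicate 1, and at E11.5 2 without control replicate 1 and 2 without mutant replicate 2. In the controls of E11.5, *Foxf2* had 33.9, 9.08 and 9.44 CPM in replicates 1, 2 and 3. *Hhip* was not called at E10.5 in 6 of the 14 other settings of the fit, *Gas1* in 3, *Foxf2* in 1 and *Ptch1* in 1.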

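Heart muscle genes were high in the mutants, most of all in 1 library of each stage. *Tnnt2*, cardiac troponin T, had 4.41, 3.13 and 2.73 CPM in control replicates 1, 2 and 3 at E10.5 and 30.6, 151 and 15.1 in mutant replicates 1, 2 and 3. Its log2 fold change was 4.26 (standard error 0.871, adjusted p = 0.0652 from edgeR's quasi-likelihood test). At E11.5 *Tnnt2* had 39.98, 28.3 and 14.7 CPM in the controls and 81.7, 321, 98.4 and 58.5 in mutant replicates 1 to 4 (log2 fold change 2.35, standard error 0.556, adjusted p = 0.0530). Of 20 cardiomyocyte genes tested at E10.5, 20 had a log2 fold change above 0, with a median of 3.07. The quasi-likelihood test called 0 of them (16 higher when adjusted over the list alone, 17 at an unadjusted p under 0.05). The likelihood ratio test called 12, DESeq2 8 and limma-voom 0. At E11.5, 21 of 21 cardiomyocyte genes lay above 0, with a median of 1.88, and the quasi-likelihood test called 0 (15 higher when adjusted over the list alone, 15 at an unadjusted p under 0.05). The likelihood ratio test called 8 at this stage, DESeq2 1, limma-voom 0 and the fit with sex as a covariate 0. The camera test of limma called the list higher at both stages (adjusted p = 5.86e-06 and 4.68e-08), with an adjusted p of 0.568 and 0.392 with an estimated correlation. The list holds genes that the paper names from these samples, so its direction is not independent evidence. Without mutant replicate 2 the median of the list was 1.17 at E10.5 and 1.13 at E11.5. The mean log2 CPM of the list at E11.5 was 3.63, 2.28 and 1.21 in control replicates 1, 2 and 3. In mutant replicates 1 to 4 it was 3.83, 5.97, 4.08 and 3.82, so control replicate 1 lay close to 3 of the mutants. The number of cardiomyocyte genes called was 2 and 7 without mutant replicate 2 or 3 at E10.5, and 13 without control replicate 1 and 1 without mutant replicate 2 at E11.5. *Tnnt2* passed at E10.5 without mutant replicate 2 or 3 (adjusted p 0.0405 and 0.0177). *Tnnt2* passed at E11.5 without control replicate 1 (adjusted p 0.0284) or mutant replicate 2 (0.0334). Over all alternative fits, those without 1 library included, it passed in 7 of 20 at E10.5 and in 8 of 21 at E11.5.

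**Figure D1:**
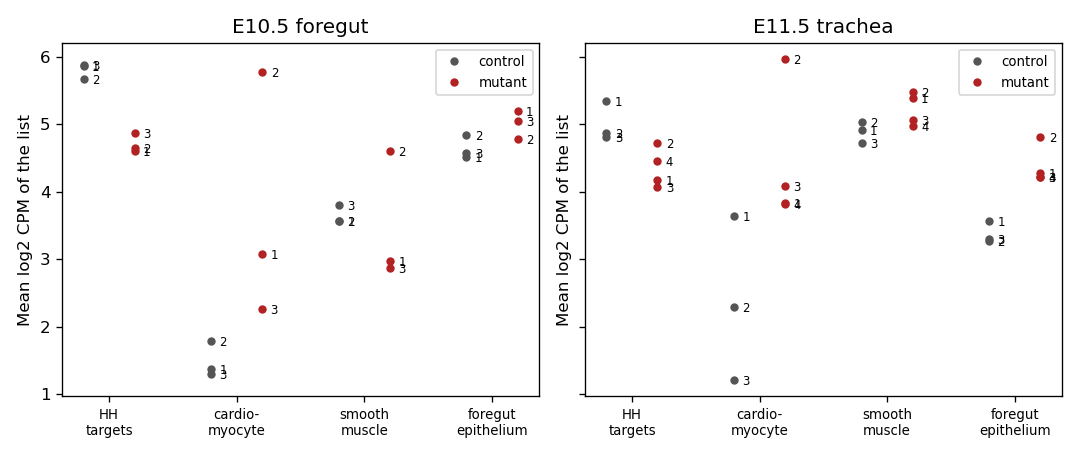
Mean log2 CPM of 4 gene lists in each library of the E10.5 foregut (left) and the E11.5 trachea (right), with controls in grey and mutants in red, 1 point per library and the replicate number beside it. Mutant replicate 2 stands highest for the cardiomyocyte list at both stages, at 5.77 and 5.97, and the HH target list is lower in every mutant than in every control.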

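By camera the smooth muscle list was higher in the mutant trachea at E11.5 (adjusted p = 0.0192, and adjusted p = 0.392 with an estimated correlation). Of 13 tested, 2 rose and none fell (3 higher when adjusted over the list alone). *Myocd*, the coactivator that drives smooth muscle genes, had a log2 fold change of 0.74 (standard error 0.156, adjusted p = 0.0351 from edgeR's quasi-likelihood test). *Myh11*, smooth muscle myosin heavy chain, had a log2 fold change of 1.06 (standard error 0.230, adjusted p = 0.0385). At E10.5 the list's median log2 fold change was 0.31 while camera's direction was lower (adjusted p = 0.612), and the median was -0.39 without mutant replicate 2, the library highest for cardiomyocyte genes, and -0.063 with limma-voom. The quasi-likelihood test called 0 of 13 smooth muscle genes at E10.5 (2 higher and 1 lower at an unadjusted p under 0.05), the likelihood ratio test 1, DESeq2 1 and limma-voom 0. Of 9 skeletal muscle genes at E10.5, the quasi-likelihood test, the likelihood ratio test, DESeq2 and limma-voom each called 0 (0 higher and 1 lower at an unadjusted p under 0.05). At E11.5 1 of 12 skeletal muscle genes fell, the transcription factor *Msc*, and none rose (1 higher and 1 lower when adjusted over the list alone). Of 29 respiratory system genes tested at E10.5, 4 fell and none rose (6 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.209). Of 30 at E11.5, 4 rose and 5 fell (5 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.904), *Sox9*, *Foxf1* and *Rspo2* among those that fell. Among those that rose was *Gli3*, whose reads were not separated from those of the transgene. *Myocd* was not called without control replicate 3 (adjusted p 0.155) or mutant replicate 1, 3 or 4 (0.0954, 0.0820 and 0.0745). *Myh11* was not called without control replicate 2 or 3 (adjusted p 0.0836 and 0.175) or mutant replicate 1, 2 or 3 (0.0994, 0.0769 and 0.0658). The number of smooth muscle genes called higher at E11.5 was 1 and 0 without control replicate 2 or 3 and 0, 1, 0 and 1 without mutant replicate 1, 2, 3 or 4, and at E10.5 1 without mutant replicate 3. The skeletal muscle genes called lower at E11.5 numbered 0 without control replicate 3. Of the respiratory system genes at E10.5, the number called lower was 0, 2 and 0 without control replicate 1, 2 or 3 and 0 without mutant replicate 1, and the number called higher 3 without mutant replicate 3. At E11.5 the number of these genes called higher was 2 and 1 without control replicate 2 or 3 and 2 and 2 without mutant replicate 1 or 4, and the number called lower 3 and 3 without control replicate 2 or 3 and 3 and 3 without mutant replicate 2 or 3. Over the neural crest and neuron list, E10.5 mutant replicate 3 had a mean log2 CPM of 5.60, against 2.21 and 3.01 in mutant replicates 1 and 2. *Myh11* was not called at E11.5 in 4 of the 14 other settings of the fit, *Myocd* in 4.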

Gene ontology enrichment analysis of the downregulated genes identified epithelial tube morphogenesis and respiratory system development, consistent with HH signaling being required for foregut organogenesis, whereas upregulated genes were associated with cell signaling and muscle development, indicative of the relative increase in muscle progenitors in the absence of Sox9^+^ chondrocytes (Fig. S6A,B).

**Fig. 5.**
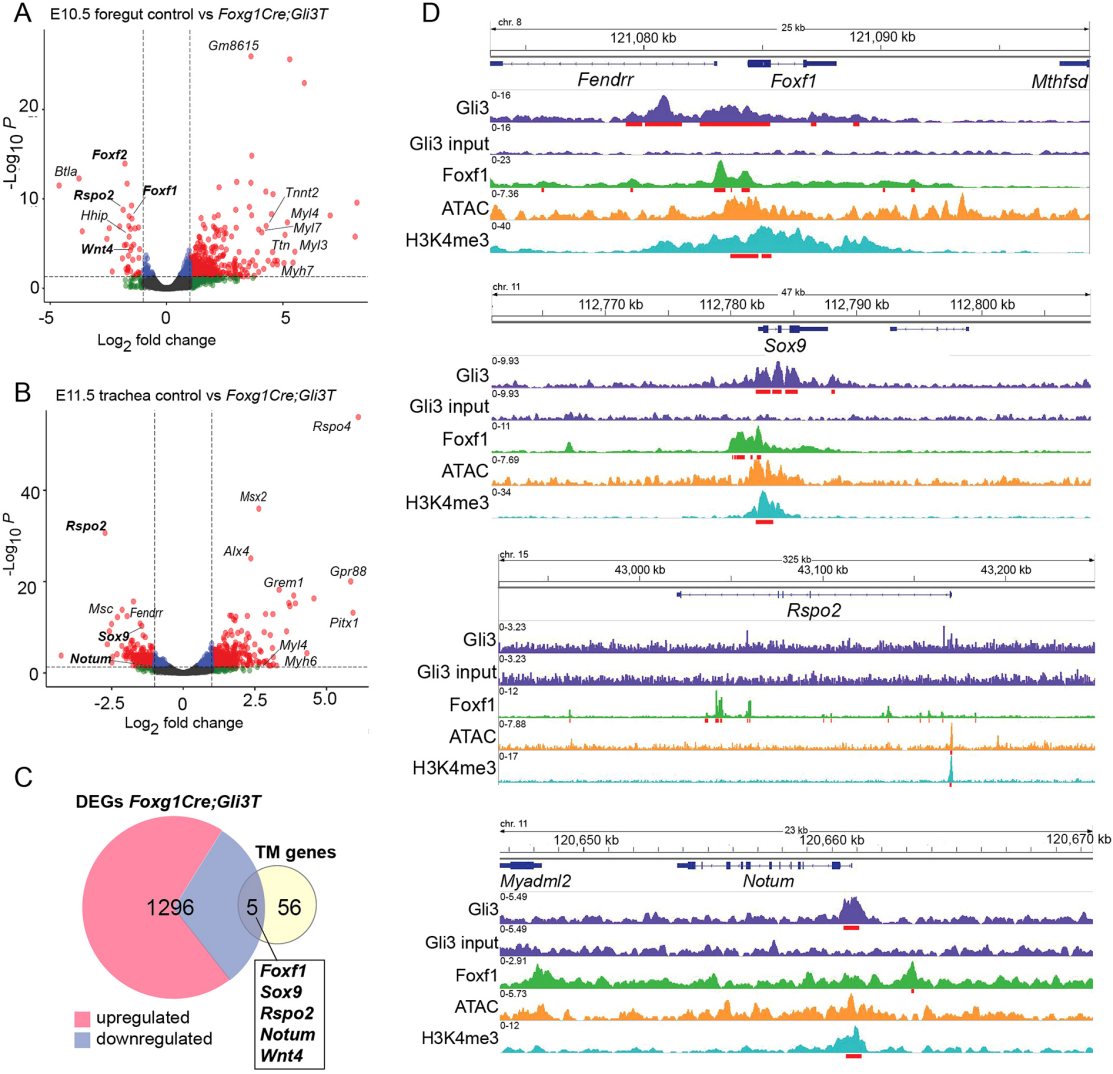
**Gli3 regulates expression of Wnt pathway components.** (A,B) Volcano plot of differentially expressed transcripts in control versus *Foxg1Gli3T^Flag/+^* foreguts, as determined by Log_2_FC≥|1| (*P*<0.05) at E10.5 (A) and E11.5 (B). Dashed lines indicate FC and P value thresholds. (C) Venn diagram intersecting genes differentially expressed in *Foxg1Cre;Gli3T^Flag/+^* mutants with genes known to be involved in human or mouse tracheal chondrogenesis (Shefchek et al., 2020; Sinner et al., 2019). TM, tracheomalacia-associated genes. (D) Genome browser views of Gli3-3xFlag (GSE133710), Foxf1 (GSE77159) and H3K4me3 (GSE119885) ChiP-seq data, as well as ATAC-seq data (GSE119885) on *Foxf1*, *Sox9*, *Rspo2* and *Notum* loci. Gli3 and Foxf1 bind the *Foxf1*, *Sox9* and *Notum* loci, but only Foxf1 shows direct binding of the *Rspo2* locus along with significant ATAC and H3K4me3 peaks, suggesting active transcription. Statistically significant ChIP peaks are underlined in red.

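Genes of limb and craniofacial mesenchyme rose in the mutant trachea at E11.5. The homeobox gene *Msx2* rose from 8.88 ± 0.759 CPM in controls to 56.9 ± 5.42 in mutants (SD, n = 3 and 4). Its log2 fold change was 2.68 (standard error 0.132, adjusted p = 5.39e-06 from edgeR's quasi-likelihood test). *Alx4*, a homeobox gene of limb patterning, rose from 6.12 ± 0.860 CPM in controls to 32.3 ± 2.98 in mutants (SD, n = 3 and 4) (log2 fold change 2.40, standard error 0.161, adjusted p = 7.54e-05). Of 16 listed genes of this mesenchyme tested at E11.5, 6 rose and none fell (9 higher when adjusted over the list alone). Besides *Msx2*, *Alx4* and *Pitx1*, they included the BMP antagonist *Grem1* (log2 fold change 3.37, standard error 0.415, adjusted p = 0.00280). By camera the list was higher (adjusted p = 4.68e-08, and adjusted p = 0.0488 with an estimated correlation). It holds genes that the paper names from these samples, so it is not independent evidence. *Pitx1*, a homeobox gene of the hindlimb, had 1 count over the controls and 109 over the mutants, a ratio of 82.7 (95% exact interval 14.5 to 3298, counting error only). *Rspo4*, an R-spondin of nail development, rose from 0.163 ± 0.176 CPM in controls to 12.7 ± 1.25 in mutants (SD, n = 3 and 4), with an adjusted p of 7.80e-05. *Fendrr*, the long non-coding RNA next to *Foxf1*, fell by 1.92 on the log2 scale (standard error 0.210, adjusted p = 0.00146), and the bHLH factor *Msc* by 2.25 (standard error 0.339, adjusted p = 0.00844). In the E10.5 foregut the predicted gene *Gm8615*, which may share reads with its parent gene, had 0.536 ± 0.190 CPM in controls and 6.54 ± 0.548 in mutants (SD, n = 3 and 3). Its log2 fold change was 3.60 (standard error 0.305, adjusted p = 0.00746). Of 17 limb and craniofacial genes tested at E10.5, the quasi-likelihood test called 0 (1 higher when adjusted over the list alone, 3 higher and 1 lower at an unadjusted p under 0.05). DESeq2 called 2 higher and 1 lower, the likelihood ratio test 1 higher and limma-voom 0. *Alx4* had a log2 fold change of 1.78 at E10.5 (standard error 0.319, adjusted p = 0.0547). The effect on *Grem1* differed between stages (interaction 3.25 on the log2 scale, adjusted p = 0.0307 from edgeR), while that on *Alx4* was not shown to differ (interaction 0.63 on the log2 scale, adjusted p = 0.421). In the interaction test *Grem1* was not called without control replicate 2 or 3 or mutant replicate 1 or 2 of E10.5 (adjusted p 0.0829, 0.115, 0.0813 and 0.0643) or without control replicate 2 or 3 or mutant replicate 1, 2 or 4 of E11.5 (adjusted p 0.0971, 0.0968, 0.0760, 0.0547 and 0.0624). *Grem1* was not called there with limma-voom (adjusted p = 0.0948), with sex as a covariate (adjusted p = 0.0523) or with the replicate number as a block (adjusted p = 0.0723). Its E10.5 log2 fold change was -0.0058 without control replicate 1. *Gm8615* was not called without control replicate 1 (adjusted p 0.0788). *Pitx1* was not called without control replicate 3 (adjusted p 0.0591). *Msc* was not called at E11.5 without control replicate 3 (adjusted p 0.0562). *Alx4* passed at E10.5 without mutant replicate 2 (adjusted p 0.0274), and in 7 of 20 alternative fits in all. At E10.5, 1 of these genes was called higher without mutant replicate 2 and 1 without mutant replicate 3.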

We next intersected the Gli3R-regulated transcripts with a manually curated list of 61 genes implicated in tracheal chondrogenesis and/or tracheomalacia in mice or humans (Table S2). These were identified from a review of the literature (Sinner et al., 2019) and by searching the Monarch Initiative (https://monarchinitiative.org/), an online knowledgebase that aggregates human disease and animal model genotype-phenotype associations (Shefchek et al., 2020). This intersection revealed five genes, all of which were downregulated in Gli3T transgenic embryos (Fig. 5C). In addition to *Sox9* and *Foxf1*, this identified *Rspo2*, *Wnt4* and *Notum*, all key regulators of the canonical Wnt pathway (Fig. 5A-C) and all of which exhibit impaired tracheal chondrogenesis when mutated in mice (Bell et al., 2008; Caprioli et al., 2015; Gerhardt et al., 2018). 

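*Foxf1*, a forkhead factor of the foregut mesenchyme, fell at both stages, and *Sox9*, the transcription factor that specifies chondrocytes, fell at E11.5. At E10.5 *Foxf1* had 142 ± 24.1 CPM in controls and 49.7 ± 9.11 in mutants (SD, n = 3 and 3), a log2 fold change of -1.51 (standard error 0.162, adjusted p = 0.0186 from edgeR's quasi-likelihood test). At E11.5 it had 69.8 ± 3.17 CPM in controls and 36.5 ± 7.04 in mutants (SD, n = 3 and 4), a log2 fold change of -0.94 (standard error 0.142, adjusted p = 0.00875). *Sox9* fell at E11.5 from 132 ± 12.6 CPM in controls to 53.9 ± 10.6 in mutants (SD, n = 3 and 4), a log2 fold change of -1.29 (standard error 0.147, adjusted p = 0.00168). In the E10.5 foregut *Sox9* had 70.95, 83.6 and 78.3 CPM in the controls and 45.3, 87.9 and 46.3 in mutant replicates 1, 2 and 3 (log2 fold change -0.38, standard error 0.242, adjusted p = 0.441). It was called without mutant replicate 2, the library highest for cardiomyocyte genes (log2 fold change -0.76, adjusted p = 0.0405). The effect on *Sox9* was not shown to differ between stages (interaction -0.91 on the log2 scale, adjusted p = 0.218). Of 11 chondrocyte genes tested at E11.5, 2 fell and 1 rose (3 lower and 1 higher when adjusted over the list alone). *Sox9* and the cartilage collagen gene *Col9a3* (log2 fold change -1.60, standard error 0.352, adjusted p = 0.0392) were lower. *Hapln1*, which links hyaluronan to proteoglycans of cartilage, was higher (log2 fold change 1.00, standard error 0.227, adjusted p = 0.0442). At E10.5 *Sox6*, a partner of *Sox9* in cartilage, rose (log2 fold change 0.84, standard error 0.117, adjusted p = 0.0367), the only one called of 10 chondrocyte genes tested (1 higher when adjusted over the list alone). The chondrocyte list was not called by camera (adjusted p = 0.256 at E10.5 and 0.112 at E11.5). The 15 genes that the paper's text ties to tracheal cartilage or tracheomalacia were examined in place of its Table S2, which was not used here. At E10.5, 2 of 14 tested fell and none rose (6 lower and 2 higher when adjusted over the list alone). At E11.5, 3 of 15 fell and 1 rose (3 lower and 5 higher when adjusted over the list alone). The 1 that rose was *Gli3*, whose reads were not separated from those of the transgene. Those that fell were *Foxf1* and *Rspo2* at both stages and *Sox9* at E11.5, and camera's adjusted p was 0.0527 and 0.941. This is not independent evidence, since the paper names several of these genes from these samples. *Foxf1* lies on chromosome 8 of GRCm38 from 121084386 to 121088144, where the antisense gene Gm27530 overlaps an exon, and *Sox9* on chromosome 11 of GRCm38 from 112782224 to 112787760. *Foxf1* was not called at E10.5 without control replicate 1 or 3 (adjusted p 0.136 and 0.0686) or mutant replicate 1 (0.0538). *Sox6* was not called without control replicate 1, 2 or 3 (adjusted p 0.182, 0.137 and 0.0778) or mutant replicate 1 or 2 (0.0786 and 0.0840). The chondrocyte genes called higher at E10.5 numbered 0, 0 and 0 without control replicate 1, 2 or 3 and 0, 0 and 2 without mutant replicate 1, 2 or 3, and those called lower 1 without mutant replicate 2. At E11.5 the chondrocyte genes called lower numbered 4, 1 and 1 without control replicate 1, 2 or 3 and 1, 1 and 1 without mutant replicate 2, 3 or 4, and those called higher 2, 0 and 0 without control replicate 1, 2 or 3 and 0, 0, 0 and 0 without mutant replicate 1, 2, 3 or 4. Of the 15 tracheal cartilage genes, the number called lower at E10.5 was 0 and 0 without control replicate 1 or 3 and 0, 4 and 4 without mutant replicate 1, 2 or 3, and the number called higher 1 without mutant replicate 3 at E10.5 and 2, 0 and 0 without control replicate 1, 2 or 3 and 2 without mutant replicate 1 at E11.5. *Col9a3* was not called without control replicate 2 or 3 (adjusted p 0.207 and 0.0858) or mutant replicate 2, 3 or 4 (0.0782, 0.105 and 0.0786). *Hapln1* was not called at E11.5 without control replicate 2 or 3 (adjusted p 0.157 and 0.155) or mutant replicate 1, 2, 3 or 4 (0.0807, 0.0871, 0.0741 and 0.0847). *Hapln1* passed at E10.5 without mutant replicate 3 (adjusted p 0.0465). *Sox6* was not called at E10.5 in 2 of the 14 other settings of the fit. *Hapln1* was not called at E11.5 in 5 of the 14 other settings of the fit, *Col9a3* in 4.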

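*Wnt11*, a ligand of non-canonical Wnt signaling, was expressed at a low level in the trachea and fell in the mutants at E11.5. It had 4.89, 6.37 and 6.09 CPM in the 3 control libraries and 3.17, 2.99, 2.53 and 2.57 in the 4 mutants. The means were 5.78 ± 0.788 CPM in controls and 2.82 ± 0.314 in mutants (SD, n = 3 and 4), a log2 fold change of -1.04 (standard error 0.238, adjusted p = 0.0464 from edgeR's quasi-likelihood test). In the E10.5 foregut *Wnt11* had 2.02 ± 0.808 CPM in controls and 1.54 ± 0.455 in mutants (SD, n = 3 and 3), a log2 fold change of -0.40 (standard error 0.391, adjusted p = 0.628). Of 12 Wnt ligands and R-spondins tested at E11.5, *Rspo2* and *Wnt11* fell and *Rspo4* rose (2 lower and 1 higher when adjusted over the list alone). At E10.5 *Rspo2* fell of 12 tested, and none rose (3 lower when adjusted over the list alone). *Wnt5a*, a ligand of tracheal mesenchyme, had 211 ± 4.45 CPM in controls and 136 ± 21.2 in mutants (SD, n = 3 and 3) at E10.5, a log2 fold change of -0.64 (standard error 0.107, adjusted p = 0.0501). The list holds genes that the paper names from these samples and is not independent evidence. Its adjusted p from camera was 0.0982 at E10.5 and 0.941 at E11.5. *Wnt11* lies on chromosome 7 of GRCm38 from 98835112 to 98855195, where the antisense gene Gm8398 overlaps an exon. *Wnt11* was not called without control replicate 2 or 3 (adjusted p 0.195 and 0.191) or mutant replicate 1, 2, 3 or 4 (0.0949, 0.0913, 0.109 and 0.0724). It was also not called on log2 TPM with a pseudocount of 1 or 0.1 (adjusted p = 0.0560 and 0.0752), with all 13 samples in 1 fit (0.0551) or with sex as a covariate (0.0646). The number of Wnt ligands and R-spondins called lower was 0 and 0 without control replicate 1 or 3 and 0, 2 and 3 without mutant replicate 1, 2 or 3 at E10.5, and 1 and 1 without control replicate 2 or 3 and 1, 1, 1 and 1 without mutant replicate 1, 2, 3 or 4 at E11.5. *Wnt5a* passed at E10.5 without mutant replicate 2 or 3 (adjusted p 0.0405 and 0.0274). Over all alternative fits, those without 1 library included, it passed in 10 of 20. *Wnt11* was not called at E11.5 in 5 of the 14 other settings of the fit.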

Focusing on the Wnt pathway, we additionally observed reduced expression of *Wnt11* (Fig. S6C), the role of which in tracheal development has not yet been identified but is known to support Sox9^+^ chondrocyte maturation in other tissues (Liu et al., 2014; Tada and Smith, 2000). *Rspo2*, a secreted protein that interacts with Lgr4/5/6 and Lrp6 receptor complexes to potentiate Wnt/β-catenin signaling, was one of the most downregulated transcripts at both E10.5 and 11.5 (−1.86 and −2.73 Log_2_FC, respectively) (Bell et al., 2008; Carmon et al., 2011; de Lau et al., 2011; Gong et al., 2012; Kazanskaya et al., 2004; Kim et al., 2008; Lebensohn and Rohatgi, 2018; Ruffner et al., 2012). 

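*Rspo2* fell in the mutants at both stages. In the E10.5 foregut it had 26.9, 16.5 and 25.6 CPM in the control libraries and 6.51, 4.81 and 7.29 in the mutants. The means were 23.01 ± 5.67 CPM in controls and 6.20 ± 1.27 in mutants (SD, n = 3 and 3), a log2 fold change of -1.89 (standard error 0.232, adjusted p = 0.0278 from edgeR's quasi-likelihood test). In the E11.5 trachea it had 34.9, 38.7 and 40.1 CPM in the controls and 6.49, 4.70, 4.70 and 7.81 in the mutants. There the means were 37.9 ± 2.66 CPM in controls and 5.92 ± 1.51 in mutants (SD, n = 3 and 4), a log2 fold change of -2.69 (standard error 0.189, adjusted p = 7.80e-05). The fold change was not shown to differ between the stages (interaction -0.80 on the log2 scale, adjusted p = 0.264). *Rspo2* is a protein-coding gene on chromosome 15 of GRCm38 from 43020794 to 43170826, on the minus strand, and no annotated exon of another gene overlaps its exons. *Rspo2* was not called at E10.5 without control replicate 1 or 3 (adjusted p 0.198 and 0.0783) or mutant replicate 1 (0.0733). Its log2 fold change at E10.5 stayed between -2.08 and -1.74 over the 6 fits that left out 1 library.

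**Figure D2:**
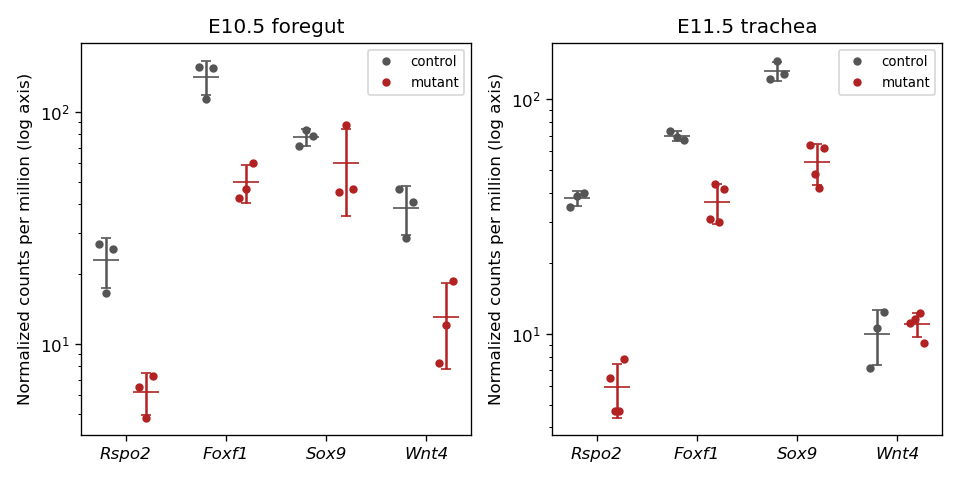
Normalized CPM on a log axis of *Rspo2*, *Foxf1*, *Sox9* and *Wnt4* in each library of the E10.5 foregut (left) and the E11.5 trachea (right), with controls in grey and mutants in red, 1 point per library, and the mean and SD as lines. *Rspo2* and *Foxf1* are lower in every mutant than in every control at both stages.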

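*Wnt4*, a Wnt ligand of the foregut mesenchyme, was lower in every mutant than in every control foregut at E10.5, and the difference did not pass the test. It had 46.2, 28.5 and 40.9 CPM in the control libraries and 8.30, 12.1 and 18.6 in the mutants. The means were 38.6 ± 9.09 CPM in controls and 12.99 ± 5.22 in mutants (SD, n = 3 and 3), a log2 fold change of -1.57 (standard error 0.293, adjusted p = 0.0560 from edgeR's quasi-likelihood test). In the E11.5 trachea *Wnt4* had 10.1 ± 2.65 CPM in controls and 11.02 ± 1.32 in mutants (SD, n = 3 and 4), a log2 fold change of 0.14 (standard error 0.208, adjusted p = 0.757). Without control replicate 1 that log2 fold change was -0.059. The effect on *Wnt4* was not shown to differ between the stages (interaction 1.71 on the log2 scale, adjusted p = 0.141). *Notum*, a secreted deacylase that inactivates Wnt ligands, was expressed at a low level in the E11.5 trachea. It had 1.10, 3.95 and 2.31 CPM in control replicates 1, 2 and 3 and 1.13, 1.64, 1.05 and 0.893 in the mutants. Its means were 2.45 ± 1.43 CPM in controls and 1.18 ± 0.322 in mutants (SD, n = 3 and 4), a log2 fold change of -1.05 (standard error 0.453, adjusted p = 0.241). At E10.5 *Notum* had too few counts to be tested. *Wnt4* passed at E10.5 without mutant replicate 3 (adjusted p 0.0164). It also passed with no filter on low counts (adjusted p = 0.0384), with DESeq2 (2.63e-07), with edgeR's likelihood ratio test (0.000127) or exact test (0.000142), and with all 13 samples in 1 fit (0.0205). *Notum* did not pass at an adjusted p under 0.05 in any other fit or with any library left out (adjusted p from 0.0654 to 0.704). An unadjusted p was not applied to it singly. *Wnt4* lies on chromosome 4 of GRCm38 from 137277489 to 137299726 and *Notum* on chromosome 11 of GRCm38 from 120653788 to 120661175. The antisense genes Notumos and Myadml2os overlap exons of *Notum* and cannot be told apart from it without strand.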

*Wnt4* was modestly downregulated in the E10.5 foregut (−1.54 Log_2_FC), whereas Notum, a known Wnt target gene and feedback inhibitor was reduced about twofold in the E11.5 Gli3T trachea (Fig. 5B,C; Fig. S6C; Gerhardt et al., 2018). These data demonstrate that HH/Gli transcriptionally regulates components of the canonical Wnt pathway, which are known to activate Sox9 expression in the tracheal mesenchyme (Snowball et al., 2015).

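Beyond the ligands, the camera test called Wnt receptors (adjusted p = 6.16e-05), response genes (adjusted p = 0.0147) and antagonists (adjusted p = 0.0192) higher in the mutant trachea at E11.5. With an estimated correlation it called none of them there (adjusted p = 0.297, 0.370 and 0.304). The fry test of limma, the other alternative for lists, called each of them higher (adjusted p = 0.0141, 0.0489 and 0.0141). Of 18 Wnt receptors tested, 2 rose and 1 fell (10 higher and 1 lower when adjusted over the list alone). *Ror1*, a receptor of *Wnt5a*, rose by 0.65 on the log2 scale (standard error 0.115, adjusted p = 0.0209 from edgeR's quasi-likelihood test) and the Frizzled receptor *Fzd5* by 1.01 (standard error 0.229, adjusted p = 0.0441), while *Fzd1* fell by 0.71 (standard error 0.150, adjusted p = 0.0355). Of 12 genes that canonical Wnt signaling induces, 2 rose and none fell (5 higher when adjusted over the list alone). They were the feedback inhibitor *Nkd1* (log2 fold change 0.76, standard error 0.137, adjusted p = 0.0219) and the transcription factor *Lef1* (log2 fold change 0.64, standard error 0.134, adjusted p = 0.0332). Of 9 secreted Wnt antagonists, *Wif1* (log2 fold change 3.18, standard error 0.410, adjusted p = 0.00353) and *Sfrp1* (log2 fold change 0.65, standard error 0.120, adjusted p = 0.0238) rose and none fell (2 higher when adjusted over the list alone). *Wif1* lay near the floor, at 0.334 CPM in controls and 3.14 in mutants, and its log2 fold change was 1.29 on log2 TPM with a pseudocount of 1. The mean log2 CPM of the antagonists was 3.72, 2.85 and 2.78 in control replicates 1, 2 and 3 and 3.38, 4.04, 3.62 and 3.55 in mutant replicates 1 to 4, so control replicate 1 lay above 3 of the mutants. Genes of the foregut epithelium rose in the same tracheas, 11 of 15 by edgeR (14 when adjusted over the list alone), and the number called was 2 and 1 without control replicate 2 or 3 and 4, 6, 5 and 4 without mutant replicate 1, 2, 3 or 4. In the E10.5 foregut camera called none of these Wnt lists (adjusted p = 0.909, 0.935 and 0.240). There fry called the antagonists higher (adjusted p = 0.0495) but not the receptors or response genes (adjusted p = 0.791 and 0.931). Of the members of these lists 1 was called at E10.5, *Ccnd1*, which encodes cyclin D1 and which fell (log2 fold change -0.43, standard error 0.0642, adjusted p = 0.0416). Adjusted over the list alone, 1 receptor was higher and 2 lower at E10.5, 2 response genes were higher and 1 lower, and 1 antagonist was higher and 1 lower. *Ror1* was not called without control replicate 2 or 3 (adjusted p 0.0554 and 0.108) or mutant replicate 1 (0.0589). *Fzd5* was not called without control replicate 2 (adjusted p 0.161) or mutant replicate 1, 2, 3 or 4 (0.0905, 0.0709, 0.0826 and 0.0889). *Fzd1* was not called without control replicate 2 or 3 (adjusted p 0.0628 and 0.120) or mutant replicate 2, 3 or 4 (0.0699, 0.0923 and 0.0776). *Nkd1* was not called without control replicate 2 or 3 (adjusted p 0.0692 and 0.0691) or mutant replicate 1 or 3 (0.0580 and 0.0574). *Lef1* was not called without control replicate 2 or 3 (adjusted p 0.107 and 0.139) or mutant replicate 1, 3 or 4 (0.0905, 0.0724 and 0.0654). *Sfrp1* was not called without control replicate 2 or 3 (adjusted p 0.0836 and 0.108) or mutant replicate 1 or 3 (0.0772 and 0.0580). *Ccnd1* was not called without control replicate 1, 2 or 3 (adjusted p 0.211, 0.117 and 0.0970) or mutant replicate 1 or 2 (0.0966 and 0.0822). The number of Wnt receptors called higher at E11.5 was 6, 0 and 1 without control replicate 1, 2 or 3 and 1, 1, 1 and 1 without mutant replicate 1, 2, 3 or 4, and the number called lower 0 and 0 without control replicate 2 or 3 and 0, 0 and 0 without mutant replicate 2, 3 or 4. The response genes called higher at E11.5 numbered 0 and 0 without control replicate 2 or 3 and 0, 0 and 1 without mutant replicate 1, 3 or 4, and the antagonists 1 and 1 without control replicate 2 or 3 and 1 and 1 without mutant replicate 1 or 3. At E10.5 the response genes called lower numbered 0, 0 and 0 without control replicate 1, 2 or 3 and 0 and 0 without mutant replicate 1 or 2, and the antagonists 1 without mutant replicate 3. *Ccnd1* was not called at E10.5 in 6 of the 14 other settings of the fit. *Fzd5* was not called at E11.5 in 7 of the 14 other settings of the fit, *Wnt11* in 5, *Fzd1* in 3, *Lef1* in 3, *Nkd1* in 3, *Sfrp1* in 3 and *Ror1* in 2. From the lower *Rspo2*, *Wnt4*, *Notum* and *Wnt11* in the mutants, the paper concludes that HH/Gli regulates the transcription of components of the canonical Wnt pathway. It states that these activate *Sox9* in the tracheal mesenchyme. By RNAscope in situ hybridization it also found *Rspo2* and *Notum* hardly detectable at E11.5, and it proposes a lower Wnt response in the ventral mesenchyme. It examined published ChIP-seq data of Gli3 and Foxf1 as well. Counts of whole tracheas do not separate the ventral mesenchyme, so the lists here do not test its Wnt response.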

We next examined published ChIP-seq data to examine whether *Rspo2*, *Notum*, *Wnt4* and *Wnt11* were likely to be direct target genes of Gli and Foxf1 transcription factors. We used previously published Gli3-3xFlag ChIP from E10.5 limb buds and Foxf1 ChIP from E18.5 lungs (Dharmadhikari et al., 2016; Lex et al., 2020); these datasets are the most similar to tracheal chondrocytes currently available. We also examined previously published ATAC-seq and H3K4me3 ChIP-seq performed in the E9.5 cardiopulmonary foregut progenitors to help identify active promoter and enhancer regions (Steimle et al., 2018). Examination of genome browsers showed that Gli3 can bind to both the *Foxf1* and *Sox9* promoters overlapping with H3K4me3 peaks (Fig. 5D), consistent with previous reports that they are direct HH/Gli targets (Hoffmann et al., 2014; Tan et al., 2018; Vokes et al., 2008). Gli3 binding regions were also detected on putative regulatory elements of *Notum* and *Wnt 11* but not on the *Rspo2* or *Wnt4* loci (Fig. 5D; Fig. S6F), suggesting that *Rspo2* and *Wnt4* might be indirectly regulated by Gli. Indeed, the Foxf1 ChIP-seq data showed that Foxf1 binding was associated with putative intronic enhancers of *Rspo2*; with the *Sox9*, *Notum*, *Wnt4* and *Wnt11* loci; as well as with the *Foxf1* promoter itself (Fig. 5D; Fig. S6F) (Ustiyan et al., 2018). Although the ChIP data are not from the developing trachea, together with the RNA-seq, this analysis is consistent with Gli3-Foxf1 acting in a regulatory network to promote the expression of *Sox9*, *Foxf1*, *Rspo2*, *Notum*, *Wnt4* and *Wnt11* in the presumptive chondrocytes.

### Wnt signaling is disrupted in *Gli3R* and *Foxf1* mutants

We performed RNAscope *in situ* hybridization on E11.5 embryos to validate the RNA-seq analysis and examine which cell populations exhibited a change in *Rspo2*, *Notum* and *Wnt4* expression. In controls, *Rspo2* and *Notum* were strongly expressed in the ventral tracheal mesoderm, whereas *Wnt4* was weakly expressed in the mesoderm surrounding the esophagus and trachea, as well as in the epithelium (Fig. 6A,B; Fig. S6E), all consistent with previous publications (Bell et al., 2008; Caprioli et al., 2015; Gerhardt et al., 2018). In both *Foxg1Cre;Gli3T^Flag/+^* and *Foxg1Cre;Foxf1^f/f^* mutants, *Rspo2* and *Notum* were largely undetectable relative to controls, and there was a modest reduction of *Wnt4* levels (Fig. 6A,B; Fig. S4E). As *Notum* is a direct Wnt target gene required for tracheal chondrogenesis (Gerhardt et al., 2018), this suggests that the cumulative reduction in Rspo2, Wnt4 and Wnt11 in the ventral mesenchyme of *Foxg1Cre;Gli3T^Flag/+^* and *Foxg1Cre;Foxf1^f/f^* mutants results in an overall reduction in Wnt response that is unable to sustain Sox9 induction. Together, these data demonstrate that HH/Gli regulate a Foxf1-Wnt pathway required for tracheal chondrogenesis.

**Fig. 6.**
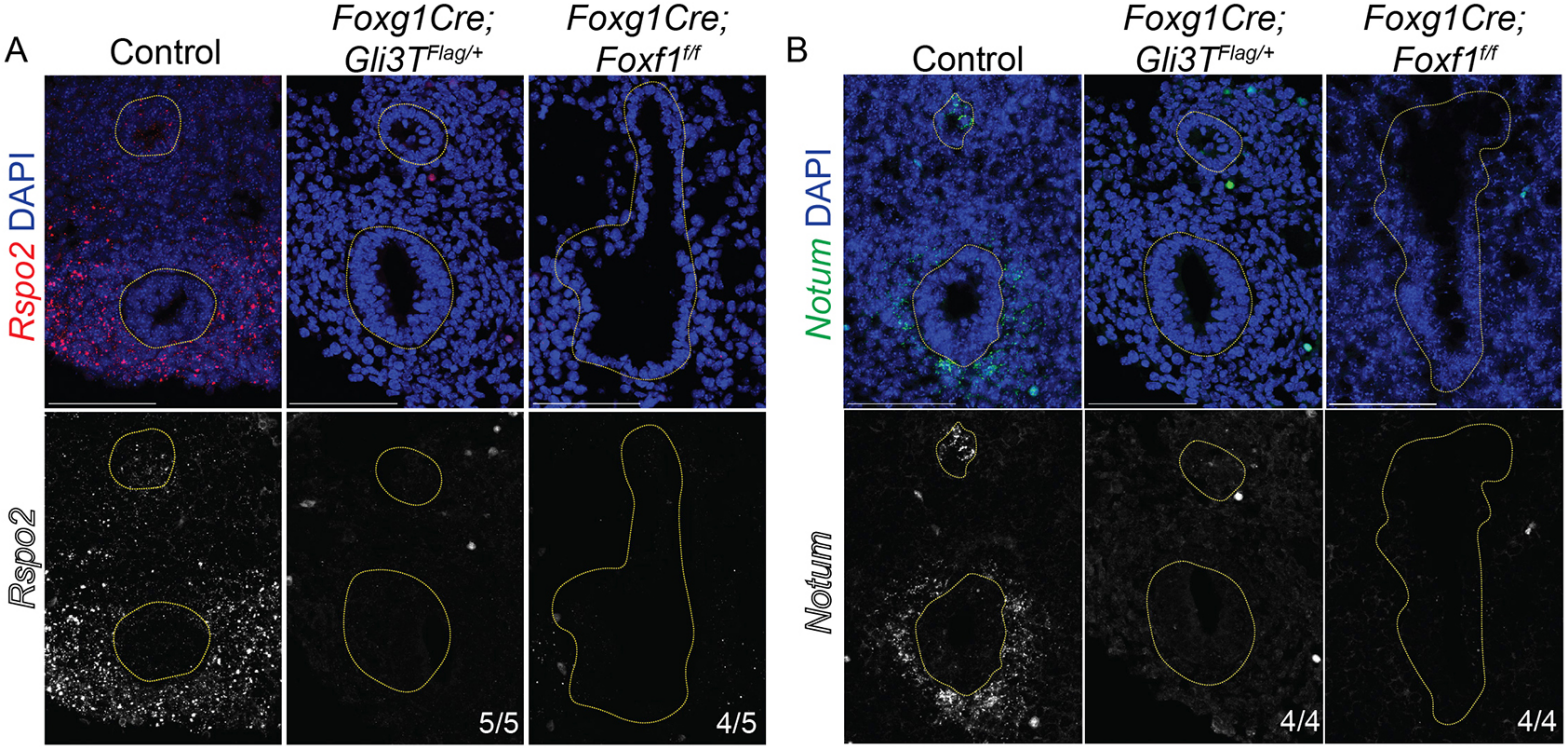
**Expression of Wnt pathway genes *Rspo2* and *Notum* are reduced in *Gli* and *Foxf1* Mutants.** (A,B) RNAscope *in situ* hybridization of E11.5 control, *Foxg1Cre;Gli3T^Flag/+^* and *Foxg1Cre;Foxf1^f/f^* embryos reveals decreases in *Rspo2* (A, red) and *Notum* (B, green) in the ventral-lateral tracheal mesenchyme. These results suggest that HH/Gli-Foxf1 signaling is upstream of *Rspo2* and *Notum* during tracheal development. Yellow-dotted lines outline the epithelia of the trachea and esophagus lumen. Scale bars: 100 µm. e, esophagus; t, trachea.

## DISCUSSION

In this study, we show that conditional mouse mutants with relatively high levels of GliR, mimicking PHS, exhibit tracheomalacia and fail to properly specify Sox9^+^ tracheal chondrocytes. Our data suggest a model of the epithelial-mesenchymal interactions that orchestrate tracheal chondrocyte differentiation (Fig. 7) in which: (1) HH ligands expressed in the ventral foregut epithelium from E8.5 to E11.5 signal to the surrounding splanchnic mesoderm to activate Gli transcription factors that promote *Foxf1* transcription; (2) Foxf1 in turn maintains the lateral plate mesoderm and directly promotes *Sox9* transcription at the initiation of tracheal chondrogenesis; (3) downstream of HH, Gli3 and Foxf1 cooperate in a regulatory network to promote the transcription of *Sox9*, *Rspo2*, *Wnt4*, *Wnt11* and *Notum*; and (5) this Gli-Foxf1-Rspo2 axis promotes Wnt signaling in the mesenchyme, which is known to be required for the activation of *Sox9* expression and tracheal cartilage development (Snowball et al., 2015). Disruptions in this HH-Wnt regulatory network result in the failure to induce and/or maintain Sox9, which is essential for chondrogenesis. Together, these data provide a mechanistic basis for the tracheomalacia in patients with mutations in HH/Gli pathway genes.

**Fig. 7.**
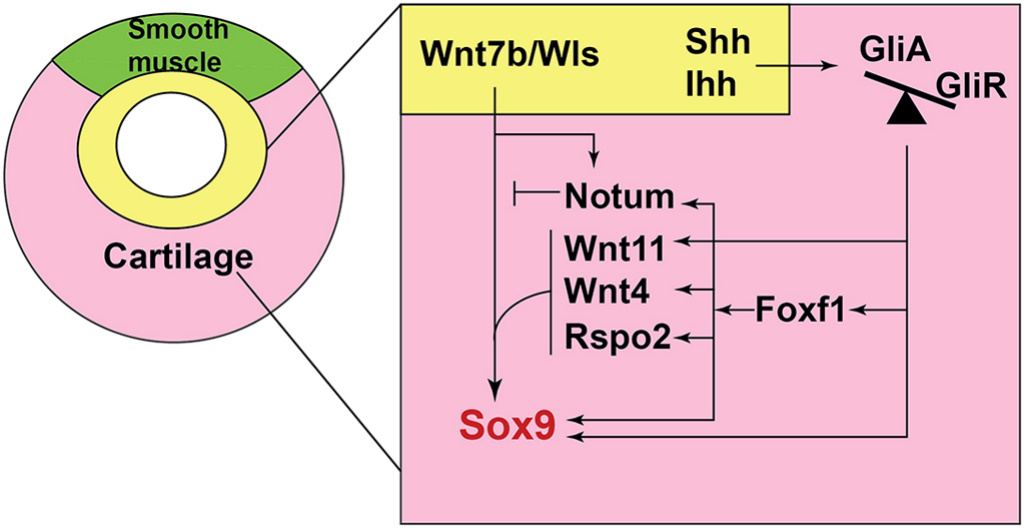
**Model of a HH/Gli-Foxf1-Wnt signaling network controlling Sox9^+^** **chondrogenesis.** HH/Gli signals from the epithelium (yellow) result in more Gli2/3 activator (GliA) than Gli repressor (GliR). Activated Gli2/3 directly stimulates *Foxf1* expression, which in turn supports growth and survival of the tracheal mesoderm (pink). Foxf1 and Gli transcription factors cooperate to directly promote Sox9 transcription. In addition, Gli and Foxf1 promote the expression of a number of Wnt pathway components in the mesenchyme, including *Rspo2*, *Wnt4*, *Wnt11* and *Notum*, which act in concert with epithelial *Wnt7b* and *Wls* to further enhance and maintain *Sox9* expression. Wnt/β-catenin signaling in the ventral tracheal mesoderm is essential for tracheal chondrogenesis. Notum, another direct Gli and Foxf1 target, attenuates Wnt/β-catenin signaling, possibly to regulate chondrocyte maturation. In the dorsal tracheal mesenchyme (green), which is thought to have lower Wnt and BMP signaling, Gli-Foxf1 does not activate Sox9^+^ chondrogenesis, and the tissue adopts a smooth muscle fate.

### Temporal role of HH/Gli in tracheal chondrogenesis

Previous work indicates that conditional deletion of *Shh* from the respiratory epithelium between E8.5 and E12.5 resulted in minor disruptions to tracheal cartilage ring patterning, whereas deletion after E13.5 had no effect (Miller et al., 2004). We postulate that the differences in this report compared to our current study may be due to a low level of Ihh acting redundantly with Shh; Ihh promotes chondrocyte proliferation in the endochondral skeleton (Long et al., 2001). We manipulated the Smo receptor or Gli3 downstream of any ligand redundancy. An alternative explanation is the efficiency of early Cre-mediated deletion. The fact that the early-acting *Foxg1Cre* had a more severe loss of Foxf1 and Sox9 than *Dermo1Cre* mutants suggests that HH starts acting on the lateral plate mesoderm between E8.5 and E10.5. However, by E15.5, the *Dermo1Cre* mutants did exhibit a dramatic loss of cartilage and reduced Sox9, suggesting that continued HH/Gli activity between E10.5 and E15.5 is necessary to maintain Sox9 and to promote chondrogenesis.

Our study also suggests that the balance of GliA to GliR activity is critical for specification of Sox9^+^ chondrocytes. Both the *Smo^f/f^* mutants, which mimic an absence of GliA function, and *Gli3T^Flag/+^* mutants, which have excess Gli3R, exhibit tracheomalacia and a reduction of Sox9. Similarly, *Gli2^−/−^;Gli3^+/−^* germline mouse mutants, with one copy of Gli3R but no Gli2A, displayed tracheomalacia, whereas *Gli2^+/−^;Gli3^−/−^* mice, which lack Gli3R, do not (Litingtung et al., 1998; Miller et al., 2004; Nasr et al., 2019; Park et al., 2010). These phenotypes, along with the genomic analysis, suggest that too much Gli3R relative to Gli2A directly represses *Sox9* transcription. Indeed, previous work indicates that HH target gene expression can be reduced by either the loss of GliA or by increased GliR relative to GliA, whereas in some cases loss of GliR is sufficient to activate some target genes (Falkenstein and Vokes, 2014).

It is also possible that spatiotemporal dynamics in HH signaling levels impact dorsal-ventral patterning of the peritracheal mesenchyme. Although we observed uniform expression of the HH target gene *Gli1* in the mesenchyme around the trachea and esophagus, it is possible that by E11.5 there is insufficient HH activity in the ventral trachea to support *Foxf1* expression. This could be a product of the shift in *Shh* expression from the ventral foregut to the esophageal epithelium. Ultimately, this might result in an HH activity gradient that patterns the peritracheal mesenchyme and could explain in part why Foxf1 persists in the dorsal trachealis muscle next to the Shh-rich esophagus.

### Foxf1 is required for specification of Sox9^+^ tracheal chondrocytes

Our analysis indicates that Foxf1 is required for specification of Sox9^+^ tracheal chondrocytes. We postulate that Foxf1 promotes Sox9 expression in several ways. First, Foxf1 is known to be essential for mesenchymal proliferation and survival of the early foregut mesenchyme (Rankin et al., 2016), and although this alone cannot account for the phenotypes we observe, we expect that it contributes to the ultimate expansion of chondrogenic mesenchyme. Second, the ChIP-seq analysis suggests that Foxf1 directly regulates *Sox9* transcription. Finally, Foxf1 also promotes *Sox9* expression indirectly by stimulating expression of Wnt pathway components.

The downregulation of Foxf1 in the ventral mesoderm as Sox9^+^ chondrocytes are induced initially suggested that Foxf1 and Sox9 might mutually repress one another, but the genetic analysis ruled out this possibility. Rather, our data together with previous studies suggest that downstream of HH/Gli and Foxf1, pathways including Wnt and possibly BMP likely contribute to regulatory feedback loops controlling dorsal-ventral patterning of the peritracheal mesoderm. This patterning likely leads to the restriction of Foxf1 to the dorsal trachealis and Sox9 to a ventral-lateral domain (Domyan et al., 2011; Rajagopal et al., 2008; Rankin et al., 2016; Snowball et al., 2015).

### HH/Gli regulates a Foxf1-Rspo2-Wnt axis

Although both HH and Wnt signaling were known to regulate tracheal chondrogenesis, how these pathways interact was previously unclear. Our analysis indicates that epithelial HH signals stimulate Gli activity in the adjacent ventral mesenchyme to activate a Foxf1-Rspo2-Wnt signaling axis that promotes Sox9 expression. During tracheal development, Wnt ligands secreted from the ventral respiratory epithelium (primarily Wnt7b) are required to signal to the adjacent mesenchyme to activate Sox9 expression (Rajagopal et al., 2008). Conditional epithelial deletion of the Wnt cargo protein *Wls*, which is required for Wnt ligand secretion, results in a failure to specify Sox9^+^ chondrocytes (Snowball et al., 2015). In addition, a number of other Wnt pathway components, including Rspo2, Wnt4, Wnt5a, Wnt2 and Notum are expressed in the peritracheal mesenchyme and contribute to development of Sox9^+^ chondrocytes (Bell et al., 2008; Caprioli et al., 2015; Gerhardt et al., 2018; Goss et al., 2009; Kishimoto et al., 2018; Li et al., 2002; Snowball et al., 2015). For example, *Rspo2* and *Wnt4* mutant tracheas have fewer and dysmorphic tracheal cartilage rings, and *Notum* mutant tracheas exhibit impaired cartilage differentiation (Bell et al., 2008; Caprioli et al., 2015; Gerhardt et al., 2018).

Our analysis suggests that *Rspo2*, *Wnt4*, *Wnt11*, *Notum* and *Sox9* are all direct Foxf1 targets, and that Gli3 might bind to the same *Sox9*, *Notum* and *Wnt4* enhancers as Foxf1. This implies a positive feedback loop in which Gli transcription factors first activate Foxf1 in the early lateral plate mesoderm. Foxf1 then cooperates with Gli to directly promote expression of *Sox9* and the Wnt pathway, which in turn reinforces *Sox9* transcription. Indeed, there is genomic evidence from the developing heart and long bones supporting such a Gli-Fox combinatorial activity (Hoffmann et al., 2014; Tan et al., 2018). One limitation of our study was that the ChIP-seq data was from other tissue. Future ChIP experiments of Gli3 and Foxf1 from the fetal trachea will be important to elucidate the genomic details of this Gli-Foxf1-Wnt regulatory network.

Our data further suggest that the combined loss of *Rspo2*, *Wnt4* and *Notum* in *Foxg1Cre;Gli3T^Flag/+^*, *Foxg1Cre;Smo^f/f^* and *Foxg1Cre;Foxf1^f/f^* mutants results in a reduction of Wnt activity insufficient to activate and/or maintain *Sox9* transcription, similar to *Wls* mutants. Indeed, the tracheomalacia observed in *Rspo2* mutants is made worse with additional reduction in *Lrp6*. This suggests that a dose-dependent disruption of Wnt activity may severely impact tracheal chondrogenesis (Bell et al., 2008).

The regulation of *Sox9* expression by Wnt signaling appears to be context dependent. Although Wnt-β-catenin promotes *Sox9* expression in the trachea and the gut, it appears to suppress *Sox9* in the context of limb chondrogenesis (Blache et al., 2004; Kozhemyakina et al., 2015; Snowball et al., 2015). The prevailing view is that canonical Wnt signaling directly regulates *Sox9* transcription, but to our knowledge, direct binding of the Wnt transcriptional effectors Tcf and β-catenin to *Sox9* enhancers remains to be demonstrated. It will be interesting to determine whether Tcf-β-catenin complexes bind to the same enhancers as Foxf1 and Gli3. Finally, it is possible that Wnt also contributes indirectly as β-catenin can promote FGF-dependent tracheal chondrogenesis (Hou et al., 2019). Altogether, our data provide a mechanistic understanding of how disruptions in HH/Gli signaling may impair specification of Sox9^+^ tracheal chondrocytes and ultimately lead to tracheomalacia.

## MATERIALS AND METHODS

### Animal models

All mouse experiments were approved by the Institutional Animal Care and Use Committee at Cincinnati Children's Hospital Medical Center (CCHMC) under protocol 2019-0006. Animals were housed within the CCHMC Veterinary Services Core in temperature-controlled rooms with regular access to food and water. Mice were maintained on outbred background. Most embryos were harvested before overt sexual differentiation and analysis of the entire litter suggested an equal distribution of male and females. Dr Debora Sinner provided *Foxg1Cre* (Hébert and McConnell, 2000), *Dermo1Cre* (Sosic et al., 2003) and *mTmG* (Muzumdar et al., 2007) animals, as well as *Foxg1Cre;Sox9^f/f^* (Kist et al., 2002) mutant and control samples. Dr Vladimir Kalinichenko provided *Foxf1^fl/fl^* animals (Ren et al., 2014). Dr Samantha Brugmann (Cincinnati Children's Hospital, OH, USA) provided *Wnt1Cre* (Lewis et al., 2013), *mTmG* (Muzumdar et al., 2007) and *Gli3T^Flag/Flag^* (Vokes et al., 2008) animals. Dr Joo-Seop Park (Cincinnati Children's Hospital, OH, USA) provided *Gli3T^Flag/Flag^* animals (Vokes et al., 2008).

### Immunostaining, *in situ* hybridization and Alcian Blue staining

At least three embryos of each genotype were used for all experiments. For section immunostaining, embryos were collected and incubated in 4% paraformaldehyde solution overnight at 4°C. After two rinses in 1× PBS, embryos were incubated in 30% sucrose overnight at 4°C before embedding in optimal cutting temperature (OCT) compound for cryosectioning. Sections were collected at 8 µm. *Foxg1Cre;Sox9^f/f^* embryos were embedded in paraffin before sectioning, and were deparaffinized before immunostaining. On day 1 of immunostaining, sections were washed in 1× PBS before incubation in 1× PBS with 0.05% Triton X-100. Sections were then blocked with 5% normal donkey serum in 1× PBS for 1 h before overnight incubation in primary antibodies (Foxf1, goat, R&D Systems, AF4798, 1:300; anti-Sox9, mouse, Invitrogen, 14-9765-82, 1:200; anti-Sox9, rabbit, Millipore, AB5535, 1:200; Acta2, mouse, Sigma-Aldrich, A5228, 1:800; Acta2, rabbit, Genetex, GTX100034, 1:800; pHH3, mouse, Millipore, 05-1336, 1:1000; CC3, rabbit, Cell Signaling Technology, 9661, 1:200; GFP, chicken, Aviva Biosystems, GFP-1020, 1:1000; DsRed, mouse, Living Color, 632392, 1:1000; and anti-β-galactosidase/LacZ, chicken, Abcam, ab9361, 1:1000) at 4°C. On the second day, sections were washed three times in 1× PBS before incubation in secondary antibodies (donkey anti-mouse IgG Alexa Fluor 647, Jackson ImmunoResearch, 715-606-151; donkey anti-goat IgG Alexa Fluor 647, Jackson ImmunoResearch, 705-606-147; donkey anti-rabbit IgG Alexa Fluor 647, Jackson ImmuoResearch, 711-605-152; donkey anti-rat IgG Alexa Fluor 647, Jackson ImmunoResearch, 712-606-153; donkey anti-rabbit IgG Cy3, Jackson ImmunoResearch, 711-165-152; donkey anti-mouse IgG Cy3, Jackson ImmunoResearch, 715-165-151; donkey anti-goat IgG Alexa Fluor 488, Jackson ImmunoResearch, 705-546-147; donkey anti-chicken IgG Alexa Fluor 488, Jackson ImmunoResearch, 703-546-155; donkey anti-chicken IgG Alexa Fluor 647, Jackson ImmunoResearch, 703-606-155; donkey anti-rabbit IgG Alexa Fluor 405, Abcam, ab175649; and DAPI, Thermo Scientific; all at 1:500) at room temperature, and were washed in 1× PBS three more times before coverslip placement. All antibodies have been validated by numerous previous publications and, where practical, by loss of signal in genetic null mutants.

*In situ* hybridization was performed using an RNAScope Multiplex Fluorescent v2 kit according to the manufacturer's instructions (ACD Biosystems). For whole-mount immunostaining, embryos were stored in methanol at −20°C before beginning staining. Foreguts were dissected out, incubated in Dent's bleach for 2 h, and were serially rehydrated into 1× PBS before blocking in 5% normal donkey serum and 1% DMSO for 2 h. Foreguts were then incubated in primary antibody diluted in blocking solution overnight at 4°C. After five washes in 1× PBS, foreguts were incubated in secondary antibody overnight at 4°C. The next day, after three washes in 1× PBS, foreguts were serially dehydrated into methanol and stored at 4°C overnight before clearing in Murray's clear solution for imaging. All images were taken on a Nikon LUNA upright confocal microscope in the CCHMC Confocal Imaging Core.

Alcian Blue staining was performed on dissected foreguts as described previously (Que et al., 2007). Foreguts were then serially rehydrated into 1× PBS before incubation in 30% sucrose overnight at 4°C. After embedding in OCT, foreguts were cryosectioned at 60 µm and photographed using a Nikon LUN-A inverted widefield microscope.

### Quantitative analysis

Confocal images were analyzed using Nikon Elements Analysis and Imaris programs. All statistical analyses were performed in Microsoft Excel on data obtained from single transverse sections from each embryo. Sections were selected based on their median location between the anterior separation of the larynx into the trachea and the posterior formation of the mainstem bronchi from the trachea. Calculations were performed in Microsoft Excel using an unpaired two-sided Student's *t*-test with unequal variance and with significance defined as *P*<0.05. No specific power calculation was performed. The sample size is indicated in each figure and no data were excluded. The genotype of immunostaining results was blinded to co-investigators for interpretation. Graphs were generated using GraphPad Prism. For relative expression of Foxf1 and Sox9 in the tracheal mesoderm (referred to as TMes in figures), the number of Foxf1^+^ or Sox9+ tracheal mesoderm cells was divided by the total number of tracheal mesoderm cells. For pHH3^+^ (mitotic indices) or CC3^+^ rates of mesenchyme cells, the number of tracheal mesenchymal cells positive for either pHH3 or CC3 was divided by the total number of tracheal mesenchymal cells. For quantification of immunostaining, values are reported as mean±s.e.m., with *P*<0.05 as calculated by a two-sided Student's *t*-test with unequal variance.

### RNA-seq and ChIP-seq analysis

RNA-Seq analysis was performed on control and *Foxg1Cre;Gli3T^Flag/+^* samples sequenced at stages E10.5 (foreguts) and E11.5 (tracheas) with three independent biological replicates (embryo dissections) for each condition. After storing in RNALater (Ambion) at −80°C, RNA was isolated using a Qiagen MicroEasy Kit and was amplified by the CCHMC Gene Expression Core before sequencing in the CCHMC DNA Sequencing Core using an Illumina 3000 high-throughput platform. Single-end sequencing with read-depth of ∼22-27 million and read length of 75 bp was performed. Raw reads from the experiments were analyzed using Computational Suite for Bioinformaticians and Biologists (CSBB -v3.0, https://github.com/praneet1988/Computational-Suite-For-Bioinformaticians-and-Biologists). The following steps were carried out in analysis using CSBB. Quality check and trimming was performed using FASTQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Bbduck (www.jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/bbduk-guide/), respectively. Quality trimmed reads were then mapped to the mouse genome (mm10) using Bowtie2, and quantified using RSEM (https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-12-323).

Differential expression analysis was carried out using CSBB-Shiny (https://github.com/praneet1988/CSBB-Shiny), and volcano plots were generated using the EnhancedVolcanco package (www.bioconductor.org/packages/release/bioc/vignettes/EnhancedVolcano/inst/doc/EnhancedVolcano.html) in R. Differentially expressed genes were obtained at the following thresholds: LogFC≥|1| and 0.05≥False Discovery Rate.

ChIP-Seq analysis was performed on the following published datasets: (1) Foxf1 ChIP on dissected E18.5 lung (GSE77159, Dharmadhikari et al., 2016); (2) Gli3-3xFlag ChIP on dissected E10.5 limb buds (GSE133710, Lex et al., 2020); and (3) ATAC-seq and H3K4me3 ChIP performed on E9.5 cardiopulmonary progenitors (GSE119885, Steimle et al., 2018). These datasets were reprocessed using CSBB, and for visualization purposes, bigwig files were generated using deepTools (BamCoverage function) (Ramírez et al., 2016) from bam files. Peaks were called using Macs2 (default parameters) (Zhang et al., 2008). Genome browser views were generated using IGV.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

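RNA of mouse embryos was measured in 13 libraries, from E10.5 foreguts (3 control and 3 mutant) and E11.5 tracheas (3 control and 4 mutant). The mutants carried Gli3T^Flag/+ with Cre and the controls Gli3T^Flag/+ without Cre. Each library came from a separate embryo dissection. RNA was amplified with the Ovation RNA-seq system v2, made into Nextera XT libraries and read as single 75-nt reads. The kit does not mark strand, so reads of a gene and of a gene antisense to it were counted together.

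According to the methods, the authors checked and trimmed the reads with FastQC and BBDuk, aligned them to mm10 with Bowtie2 and counted them with RSEM within CSBB v3.0. The submitters' processing notes give RSEM 1.3.0. The gene annotation used by RSEM is not given in the sources used here. The deposited estimated counts are RSEM's counts per gene symbol, which the authors deposited as whole numbers without normalization, 1 value per gene and library. The deposited TPM values are RSEM's, scaled by transcript length and library size and made by the authors from the same reads. Replicates were not pooled in either. No gene symbol with the prefix of mitochondrial genes was present, so no mitochondrial share was computed. Differential expression in the paper was computed with CSBB-Shiny, and the paper's text does not name the test within it.

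The counts were analysed with edgeR 4.0.16 in R 4.3.3. Each stage was fitted alone. Genes with too few counts were removed with filterByExpr, libraries were scaled by TMM factors, and mutants were compared with controls by the quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested in the stage. Counts are given as CPM from TMM-scaled library sizes. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A differentially expressed gene had a log2 fold change of at least 1 in size and an adjusted p of at most 0.05, as in the paper's methods. The paper's results section words the threshold as p under 0.05, which was run as an alternative. A gene named alone or a member of a list was called at an adjusted p under 0.05. Whether the effect of the genotype differed between stages was tested as an interaction in 1 quasi-likelihood fit of the 13 libraries. The overlap of calls between stages was tested by Fisher's exact test, one-sided. Low-count ratios have exact intervals, which cover counting error only.

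The 33 gene lists, the rule for the genes named and the comparisons were set before the data were examined. The names of genes on the paper's volcano plots had been seen by then. The genes named were those the paper names for these samples, *Gli3* as a check of the labels, the 8 genes with the largest positive and the 8 with the largest negative log2 fold change at each stage among those with an adjusted p under 0.05, an average log2 CPM of at least 2 and groups that did not overlap, and up to 4 members of each list described with the smallest adjusted p. From these, lists behind a conclusion or called by camera were described with their members, and genes called at both stages or in the interaction test were added. Some of these genes are not reported here. *Nkx2-5* and *Tbx20* were named because a test of heart tissue was written with them. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over the lists of a stage. Camera compares a list with the other genes. Camera with an estimated correlation and fry were run as alternatives.

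Alternatives set before the data were examined were RLE factors, upper-quartile factors or library size only in place of TMM, no filter on low counts or at least 10 counts in every library, DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, limma on log2 TPM with a pseudocount of 1 or of 0.1, all 13 libraries in 1 fit, the replicate number as a block, other thresholds, and leaving out each library in turn. Where a gene is said to be called or not in a number of other settings of the fit, these are the alternatives apart from thresholds and left-out libraries, with those added later. Sex as a covariate, edgeR's exact test and the likelihood ratio test at an unadjusted p were added after the data were seen. Sex was read from Xist above 100 CPM against the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which were not reported as effects of the genotype. With 1 male mutant, replicate 3, and no female control at E10.5, the effect of the genotype in that fit is mutant replicate 3 against the controls.

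The deposited counts of the libraries summed to 9.65 to 17.99 M. The fit was tested on simulated counts with known fold changes. For E10.5 (15079 genes) it called 42.7% of 96 genes changed by 1 on the log2 scale and 85.6% of 97 genes changed by 2, and 12 of its 136 calls were unchanged genes. For E11.5 (15135 genes) it called 50.5% of 97 genes changed by 1 and 92.9% of 99 changed by 2, and 9 of its 150 calls were unchanged genes. Replicates of a group were compared by a chi-square of their counts over genes, which was at least 7.06 per gene for every pair, above the value near 1 of sampling noise, so no library was counted as a copy of another. Hemoglobin genes took 0.181 to 2.38% of the counts in the controls and 1.29 to 2.03% in the mutants at E10.5, and 0.331 to 2.11% in the controls and 0.857 to 3.11% in the mutants at E11.5. The number of genes detected at E10.5 was 19067 ± 55.2 in controls and 19414 ± 127 in mutants (SD, n = 3 each, exact permutation test, two-sided p = 0.100, the smallest that 3 libraries against 3 allow, adjusted p = 0.667 over 10 such comparisons). Coordinates are from the GENCODE annotation of GRCm38, the assembly also called mm10. The paper's tables of differential expression and of tracheomalacia genes were not used here, nor were the published ChIP-seq and ATAC-seq data that the paper examines.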

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

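The tests of the foregut epithelium genes against other cell types and against the esophagus, and of the heart muscle genes against other muscle, were chosen only after the result was seen, as was the fit with sex as a covariate. Within the 4 mutant tracheas of E11.5, 22 of 147 measures had 1 library farther from the others than Dixon's critical value for 4 libraries, where chance gives about 1 in 20, and 20 of them are given here. The controls were not searched in this way. Control replicate 1 of E11.5 had a mean log2 CPM over the cardiomyocyte list of 3.63, against 2.28 and 1.21 in control replicates 2 and 3. Over the esophageal epithelium list it had 1.35, against -0.98 and -0.36. Without this control 192 genes were reduced and 327 increased at E11.5, against 63 and 130 with all libraries. Among the mutants, replicate 2 stood apart most often. It was high for heart muscle genes, with a mean log2 CPM over the cardiomyocyte list of 5.97 against 3.82 to 4.08 in the other 3 mutants. Its CPM was 941 against 315 to 351 for the sarcomere protein titin, *Ttn*, 634 against 75.7 to 142 for the atrial myosin *Myh6*, 265 against 39.3 to 62.99 for the atrial light chain *Myl7*, 321 against 58.5 to 98.4 for *Tnnt2*, 355 against 114 to 153 for the sodium-calcium exchanger *Slc8a1* and 23.1 against 6.41 to 7.23 for *Mybpc3*. The light chain *Myl1* had 18.4 against 0.830 to 3.34 CPM and the potassium channel *Kcnj5* 37.5 against 8.75 to 11.8.

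The same library was high for epithelial genes, with a mean log2 CPM over the foregut epithelium list of 4.81 against 4.22 to 4.28. *Epcam* had 75.7 against 55.4 to 57.5 CPM there and *Sox21*, a factor of esophageal epithelium, 8.76 against 0.804 to 1.73. The Wnt target *Lgr5* had 17.03 against 10.3 to 10.6 CPM, the calcium channel subunit *Cacna2d2* 99.9 against 42.7 to 48.8 and the Wnt antagonist *Dkk2* 25.6 against 19.4 to 20.3. It was low for the mesothelium and epicardium list (4.36 against 4.75 to 4.80) and for *Wt1* of that list (13.6 against 20.3 to 21.1 CPM). Mutant replicate 1 was high for the macrophage list, with a mean log2 CPM of 2.89 against 2.37 to 2.45. *Fzd5* was high in mutant replicate 4 (27.8 against 20.1 to 21.4 CPM) and *Ror1* low in mutant replicate 3 (47.7 against 53.2 to 53.5 CPM).

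EdgeR's quasi-likelihood test called 0 of the 20 heart muscle genes tested in the E10.5 foreguts (16 higher when adjusted over the list alone). By camera the list was higher in the mutants (adjusted p = 5.86e-06, and adjusted p = 0.568 with an estimated correlation). All 20 had a log2 fold change above 0, with a median of 3.07, and the list stood highest in mutant replicate 2. The smooth muscle and skeletal muscle medians of 0.31 and 0.28 lay 2.77 and 2.80 lower (SD of their members 0.960 and 0.488). Neither median met the bound of 0 set before. More smooth muscle progenitors need not raise their own genes by as much, since these were already higher in the controls. Mean log2 CPM there was at least 3.56 for the smooth muscle list and at most 1.79 for the cardiomyocyte list. Smooth muscle progenitors therefore stay open. The skeletal muscle list lay below the cardiomyocyte list in every control, at most at 1.25. Its median argues against skeletal muscle progenitors as the whole cause, by a bound chosen after the result was seen. Heart tissue taken along in the mutant dissections predicted that the genes rise together with the transcription factors *Tbx20* and *Nkx2-5*, and 20 of 20 lay above 0, with *Tbx20* at a log2 fold change of 2.94 (standard error 1.09) and *Nkx2-5* at 0.49 (standard error 0.782). Sex was not tested apart on more than 1 library, since 2 of the 3 mutants and 0 of the 3 control foreguts were female, and the fit with sex as a covariate (median 0.92) sets mutant replicate 3 alone against the controls. As set before the data were examined, the prediction of heart tissue was met, since it did not ask that each factor exceed its standard error. That bound was added, and *Nkx2-5* lay within its error of 0. Heart tissue stays open and cannot be told apart from an effect of the genotype or of the sex of the embryos on these genes.

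Limb and craniofacial mesenchyme genes were higher in the E11.5 mutant tracheas. Tissue of another site taken along in the mutant dissections predicted that at least 80% of the tested members lie above 0 with a median above 1, and 81.2% did, with a median of 1.05, so this explanation is not excluded. An effect of the genotype on these genes within the trachea is another explanation and was not tested apart. It could give the same values, and the list holds genes that the paper names from these samples, so the prediction does not tell the 2 explanations apart. Of the members, *Grem1* is among the 4 genes whose effect of the genotype differed between stages by edgeR's interaction test of 16132 genes, by 3.25 on the log2 scale (adjusted p = 0.0307), from 0.14 (adjusted p = 0.761) at E10.5 to 3.37 (adjusted p = 0.00280) at E11.5. In the interaction test *Grem1* was not called without control replicate 2 or 3 or mutant replicate 1 or 2 of E10.5 (adjusted p 0.0829, 0.115, 0.0813 and 0.0643) or without control replicate 2 or 3 or mutant replicate 1, 2 or 4 of E11.5 (adjusted p 0.0971, 0.0968, 0.0760, 0.0547 and 0.0624). *Grem1* was not called there with limma-voom (adjusted p = 0.0948) or with sex as a covariate (adjusted p = 0.0523).

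Genes of the foregut epithelium, none of which the paper's text names from these RNA-seq data, were higher in the E11.5 mutant tracheas, with 11 of 15 called higher and none lower by edgeR (14 higher when adjusted over the list alone), among them *Epcam* (log2 fold change 0.95, standard error 0.130, adjusted p = 0.00505), *Spint1* (log2 fold change 1.02) and *Foxa1* (log2 fold change 1.18), of which 0, 1 and 3 of 14 other settings ended the call. Of 7 fits without 1 library, 0, 2 and 4 ended the calls of *Epcam*, *Spint1* and *Foxa1* (adjusted p up to 0.0403, 0.0836 and 0.114). By camera the list was higher (adjusted p = 1.98e-12, and adjusted p = 0.297 with an estimated correlation), and the number called was 2 and 1 without control replicate 2 or 3 and 4, 6, 5 and 4 without mutant replicate 1, 2, 3 or 4. A lower share of mesenchyme predicts that every other cell type rises alike. The median of the epithelium list lay 0.73 on the log2 scale above that of the endothelium list (median 0.29, SD of its members 0.278). The neural crest and neuron list had a median of -0.21, and both values argue against it as the whole cause. Nearer to the epithelium median of 1.02 were red blood cell genes (0.72, SD of members 0.316) and macrophage genes (0.64). The paper reports a reduced number of tracheal mesoderm cells in mutants with this Cre driver, so a lower share as part of the cause stays open. Esophagus taken along in the mutant dissections predicts a rise of esophageal epithelium genes above respiratory ones, and the medians were 1.57 over 7 genes and 0.12 over 6, with *Sox2* (log2 fold change 1.57, standard error 0.321, adjusted p = 0.0322) the 1 of the 7 that was called (3 of 14 other settings and 4 of 7 fits without 1 library ended the call), but by mean log2 CPM of the list control replicate 1 (1.35) lay above mutant replicate 1 (0.83) and mutant replicate 2 (2.78) highest, so this stays open. A change in the epithelium itself in the mutants is a biological explanation that was not tested.

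Among 13 genes of hypoxia and glycolysis, which the paper does not discuss, 6 were called higher and none lower at E11.5 by edgeR (9 higher when adjusted over the list alone), among them the glycolytic regulator *Pdk1* (log2 fold change 0.88, standard error 0.135, adjusted p = 0.00906) and the oxygen sensor *Egln3* (log2 fold change 1.10, standard error 0.199, adjusted p = 0.0221). By camera the list was higher (adjusted p = 5.30e-07, and adjusted p = 0.304 with an estimated correlation), and the number called was 0 without control replicate 3 and 2, 2, 1 and 3 without mutant replicate 1, 2, 3 or 4. *Pdk1* was not called without control replicate 3 (adjusted p 0.0681). *Egln3* was not called without control replicate 3 (adjusted p 0.118) or mutant replicate 3 (0.0633). *Egln3* was not called at E11.5 in 3 of the 14 other settings of the fit, *Pdk1* in 2.

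Besides *Grem1*, the effect of the genotype differed between stages by edgeR's interaction test for *Pkdcc*, a secreted kinase of skeletal development, by 1.45 on the log2 scale (adjusted p = 0.0181), from -0.82 (adjusted p = 0.0466) at E10.5 to 0.62 (adjusted p = 0.0372) at E11.5. For the integrin subunit *Itga9* the difference was 1.06 (adjusted p = 0.0205), from -0.027 (adjusted p = 0.914) to 1.03 (adjusted p = 0.000947), and for the guanine nucleotide exchange factor *Dock5* 1.81 (adjusted p = 0.0307), from 0.031 (adjusted p = 0.940) to 1.84 (adjusted p = 0.00101). The number of genes whose effect differed was 2 and 2 without control replicate 2 or 3 and 1 and 11 without mutant replicate 1 or 3 of the E10.5 libraries, and 633 and 0 without control replicate 1 or 2 and 1, 2 and 1 without mutant replicate 1, 2 or 4 of the E11.5 libraries. In the interaction test *Pkdcc* was not called without control replicate 2 of E11.5 (adjusted p 0.0897). With the replicate number as a block, that test did not call *Pkdcc*, *Itga9* or *Grem1* (adjusted p 0.0723 for each) or *Dock5* (0.108). In the interaction test *Itga9* was not called without mutant replicate 1 or 2 of E10.5 (adjusted p 0.0813 and 0.0572) or without control replicate 2 or mutant replicate 1 or 4 of E11.5 (adjusted p 0.0971, 0.0733 and 0.0565). *Itga9* was not called there on log2 TPM with a pseudocount of 1 (adjusted p = 0.0691) or on log2 TPM with a pseudocount of 0.1 (adjusted p = 0.111). In the interaction test *Dock5* was not called without control replicate 1, 2 or 3 or mutant replicate 1 or 2 of E10.5 (adjusted p 0.0960, 0.126, 0.115, 0.0849 and 0.0645) or without control replicate 2 or mutant replicate 1, 2 or 4 of E11.5 (adjusted p 0.101, 0.0760, 0.0547 and 0.0650). *Dock5* was not called there with limma-voom (adjusted p = 0.0623), on log2 TPM with a pseudocount of 1 (adjusted p = 0.0691) or on log2 TPM with a pseudocount of 0.1 (adjusted p = 0.111). *Pkdcc* was not called at E10.5 without control replicate 1, 2 or 3 (adjusted p 0.211, 0.161 and 0.0813) or mutant replicate 1 or 2 (0.0721 and 0.0842). *Pkdcc* was not called at E11.5 without control replicate 2 or 3 (adjusted p 0.147 and 0.160) or mutant replicate 1, 2, 3 or 4 (0.0833, 0.0844, 0.0632 and 0.0638). *Pkdcc* was not called at E10.5 in 6 of the 14 other settings of the fit. *Pkdcc* was not called at E11.5 in 5 of the 14 other settings of the fit.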

How the results depend on the processing

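The fit with sex as a covariate, the exact test of edgeR and the likelihood ratio test at an unadjusted p were chosen only after the data were seen, and the others before. Over 221 log2 fold changes of named genes and 4487 settings in all, 3787 kept their direction and their side of the threshold, 444 were no longer called, 235 became called and 21 changed sign. Genes that were not called and stayed so count among those kept. Fits without 1 library gave 253 of the 444 lost calls. The numbers below are those of differentially expressed genes that moved by over 1.5 times from 18 reduced and 21 increased at E10.5, 63 and 130 at E11.5, 4, 6 and 10 reduced, increased and changed at both stages, and 4 in the interaction test, and the cause was not tested for any of them. With no filter on low counts, the counts were 49 increased at E10.5, 96 reduced at E11.5, 8 reduced at both, 17 increased at both, 25 changed at both and 10 in the interaction test. With at least 10 counts in every library, the counts were 2 reduced at both. DESeq2 gave 157 increased at E10.5, 139 reduced at E11.5, 214 increased at E11.5, 9 reduced at both, 36 increased at both, 45 changed at both and 277 in the interaction test. The likelihood ratio test gave 31 reduced at E10.5, 165 increased at E10.5, 184 reduced at E11.5, 262 increased at E11.5, 10 reduced at both, 40 increased at both, 52 changed at both and 184 in the interaction test. With limma-voom, the counts were 11 reduced at E10.5, 8 increased at E10.5, 2 reduced at both, 3 increased at both, 5 changed at both and 2 in the interaction test. On log2 TPM with a pseudocount of 1, the counts were 7 increased at E10.5, 41 reduced at E11.5, 47 increased at E11.5, 2 reduced at both, 3 increased at both, 5 changed at both and 12 in the interaction test. On log2 TPM with a pseudocount of 0.1, the counts were 7 increased at E10.5, 38 reduced at E11.5, 51 increased at E11.5, 3 increased at both and 6 changed at both. With all 13 libraries in 1 fit, the counts were 9 reduced at E10.5, 47 increased at E10.5, 103 reduced at E11.5, 11 increased at both and 16 changed at both. With sex as a covariate, the counts were 292 increased at E10.5, 16 increased at both and 23 changed at both. The exact test of edgeR gave 29 reduced at E10.5, 140 increased at E10.5, 178 reduced at E11.5, 246 increased at E11.5, 10 reduced at both, 36 increased at both and 47 changed at both. At an unadjusted p under 0.05 with the fold threshold, the counts were 48 reduced at E10.5, 424 increased at E10.5, 337 reduced at E11.5, 392 increased at E11.5, 17 reduced at both, 91 increased at both, 118 changed at both and 823 in the interaction test. At an adjusted p under 0.05 with no fold threshold, the counts were 62 reduced at E10.5, 48 increased at E10.5, 106 reduced at E11.5, 279 increased at E11.5, 14 increased at both and 21 changed at both. With the likelihood ratio test at an unadjusted p under 0.05, the counts were 51 reduced at E10.5, 519 increased at E10.5, 366 reduced at E11.5, 432 increased at E11.5, 19 reduced at both, 102 increased at both and 137 changed at both. RLE factors, upper-quartile factors and library size only moved none of these counts by over 1.5 times. The share of increased genes at E11.5 was 67.4% with TMM factors, 66.5% with RLE factors, 61.1% with upper-quartile factors and 57.1% with library size only. The counts with sex as a covariate at E10.5 and at both stages rest on 1 library there, mutant replicate 3, the only male mutant, against male controls. The interaction was not run with the exact test.

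*Hhip* at E10.5 was not called with library size only, where its log2 fold change was -1.64 (adjusted p = 0.0579), with limma-voom (-1.66), on log2 TPM with a pseudocount of 1 (-1.30) or 0.1 (-1.62) or with sex as a covariate (-1.32). *Wnt4* at E10.5 was called with no filter on low counts, at a log2 fold change of -1.58, with DESeq2 (-1.57), the likelihood ratio test (-1.57), the exact test (-1.57) and all 13 libraries in 1 fit (-1.57). The cause was not tested for either gene. On log2 TPM with a pseudocount of 1, log2 fold changes over 1.5 times smaller than those in the passages were -0.89 for *Btla* and 2.08 for *Gm8615* at E10.5, and 1.49 for *Col6a3*, 2.08 for *Grem1* and 1.29 for *Wif1* at E11.5. Camera called 10 of 33 lists at E10.5 and 15 at E11.5. With an estimated correlation it called 0 and 1, and at E10.5 fry called 4 and camera with sex as a covariate 5. At E11.5 fry called, among others, the lists of HH targets (adjusted p = 0.0483), foregut epithelium (0.00957), hypoxia and glycolysis (0.0211) and macrophages (0.0356). It did not call those of cardiomyocytes (adjusted p = 0.133), smooth muscle (0.141), endothelium (0.185) or red blood cells (0.381), which camera had called. Nor did it call those of the esophageal epithelium (adjusted p = 0.111) or the mesothelium and epicardium (0.201), which camera had also called. The genes that changed sign passed the test under neither setting. With sex as a covariate, where the effect at E10.5 rests on the only male mutant, replicate 3, the log2 fold change at E10.5 was -0.11 for *Hapln1*, 0.033 for *Itga9*, 0.28 for *Msc*, -0.18 for *Mylpf*, -2.44 for *Nkx2-5*, 0.63 for *Pitx1*, 0.020 for *Stra6* and -0.18 for *Tbx20*. With limma-voom *Nkx2-5* had -0.059.

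Leaving out 1 library in turn gave 0 to 34 genes reduced and 0 to 72 increased at E10.5, and 15 to 192 reduced and 35 to 327 increased at E11.5. At both stages it gave 0 to 8 reduced, 0 to 11 increased and 0 to 17 changed, and in the interaction test 0 to 633, the highest without control replicate 1 of E11.5. Camera then called 7 to 16 lists at E10.5 and 11 to 16 at E11.5. At E10.5 the log2 fold change of *Rspo2* was -2.08 to -1.74, that of *Foxf1* -1.67 to -1.41, that of *Hhip* -1.82 to -1.40, that of *Sox9* -0.76 to -0.21 and that of *Wnt4* -1.93 to -1.33. The sign of the log2 fold change turned at E10.5 for *Dock5* (-0.0091 without control replicate 1 and -0.16 without mutant replicate 3, range -0.16 to 0.14), *Grem1* (-0.0058 without control replicate 1, range -0.0058 to 0.36), *Itga9* (0.094 without control replicate 3, range -0.11 to 0.094), *Nkx2-5* (-0.32 without mutant replicate 2, range -0.32 to 1.02) and *Pitx1* (0.20 without control replicate 2 and 0.28 and 0.045 without mutant replicate 1 or 2, range -0.54 to 0.28). It turned for the neuronal genes *Elavl3* (-0.60 without mutant replicate 3, range -0.60 to 3.45), *Stmn2* (-0.21 without mutant replicate 3, range -0.21 to 4.00) and *Tubb3* (-0.60 without mutant replicate 3, range -0.60 to 3.75), and at E11.5 for *Wnt4* (-0.059 without control replicate 1, range -0.059 to 0.31). A fit with 1 library fewer has less power, and the cause was not tested otherwise.

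Libraries of the same number in both genotypes are not said to share a litter or day. The correlation of their deviations from the group means was 0.081, 0.14 and 0.18 for numbers 1, 2 and 3 at E10.5 and -0.088, -0.081 and 0.11 at E11.5, so the numbers were not taken as pairs, although every E10.5 library correlated best with its own number. With the replicate number as a block (replicate block), 10 reduced at E10.5, 36 reduced at E11.5, 69 increased at E11.5, 2 reduced at both, 6 changed at both and 0 in the interaction test were counted, and *Hhip* at E10.5 had a log2 fold change of -1.64 (adjusted p = 0.0506).

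Other splits of the libraries into groups of the same sizes were counted. At E11.5, 1 of 35 splits, the real one, gave as many reduced genes, against at most 2 in any other split. For increased genes it was also 1 of 35, against at most 4 in any other split. A share of 1 in 35 is the smallest that these libraries allow, so chance is less likely but not excluded. The splits do not test differences of dissection between the groups. The E10.5 libraries allow 10 splits, too few for a share under 0.05. The real split gave 18 reduced and 21 increased genes there, and the highest of the others 1 and 1. Depth limits genes near the floor, since 1 CPM is 9.65 to 17.99 counts in these libraries, and *Notum* lay at that level in the E11.5 mutants.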

Differences from the paper's values

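The exact test of edgeR, the likelihood ratio test at an unadjusted p and sex as a covariate were chosen only after the values were seen. Counts are of genes with a log2 fold change of at least 1 in size, at an adjusted p of at most 0.05 as the paper's methods state, while its results section states p under 0.05. The paper gives 70 reduced genes at E10.5 and 18 were found. Of the alternatives set before the data were examined, an unadjusted p with the fold threshold (48) and an adjusted p with no fold threshold (62) fell within 1.5 times of the paper's value and the others did not, and of those chosen after seeing the values the likelihood ratio test at an unadjusted p (51) did. The paper gives 638 increased genes at E10.5 and 21 were found. None of the alternatives set before came within that range, the nearest being an unadjusted p with the fold threshold (424), and the likelihood ratio test at an unadjusted p (519), chosen after seeing the values, did.

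At E11.5 the paper gives 352 reduced genes and 63 were found. Of the alternatives set before, an unadjusted p with the fold threshold (337) came within 1.5 times and the others did not, and the likelihood ratio test at an unadjusted p (366), chosen after seeing the values, did as well. For the increased genes at E11.5 the paper gives 386 and 130 were found. Here the likelihood ratio test (262), an unadjusted p with the fold threshold (392) and an adjusted p with no fold threshold (279) came within that range, as did leaving out control replicate 1 (327), and the others set before did not, and the likelihood ratio test at an unadjusted p (432), chosen after seeing the values, did. At both stages the paper gives 144 differentially expressed genes and 10 were found. Of the alternatives set before, an unadjusted p with the fold threshold (118) came within 1.5 times and the others did not, as did the likelihood ratio test at an unadjusted p (137), chosen after seeing the values. The paper's own table of these genes was not used here, so which of its genes each setting leaves out was not counted. Sex as a covariate reached none of these 5 values.

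On the volcano plots, the -log10 p of *Gm8615* at E10.5 is about 26 in Fig. 5A, read by eye, and 5.51 was found from the unadjusted p. That of *Rspo2* at E11.5 is about 31 in Fig. 5B, read by eye, and 7.82 was found, and that of *Rspo4* about 56 in Fig. 5B, read by eye, against 7.69. Among the alternatives set before, DESeq2 (17.9) and the likelihood ratio test (21.4) came within 1.5 times for *Gm8615*, DESeq2 (40.5) and the likelihood ratio test (37.1) for *Rspo2* and the likelihood ratio test (51.6) for *Rspo4*, and the others did not. *Gm8615* and *Rspo4* had too few counts for the filter of at least 10 counts in every library. The exact test of edgeR, chosen after seeing the values, came within it for *Gm8615* (20.98), *Rspo2* (36.7) and *Rspo4* (50.8).

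The paper states that *Wnt4* was lower in the E10.5 foregut, and it was not called here (adjusted p = 0.0560 by edgeR), with a log2 fold change of -1.57 that is close to the paper's. It was called with no filter on low counts (adjusted p = 0.0384), DESeq2 (2.63e-07), the likelihood ratio test (0.000127), all 13 libraries in 1 fit (0.0205), without mutant replicate 3 (0.0164) and with the exact test, chosen after seeing the values (0.000142). The paper states that *Notum* was lower in the E11.5 trachea. The log2 fold change of *Notum* was -1.05, close to the size the paper gives, with an adjusted p of 0.241 by edgeR. No alternative fit called it at an adjusted p under 0.05 (adjusted p from 0.0654 to 0.704). The unadjusted p with the fold threshold, as the paper's results section words it, was not applied to *Wnt4* or *Notum* singly. The paper also examined these genes by RNAscope in situ hybridization at E11.5. There it found *Rspo2* and *Notum* hardly detectable in the mutants and *Wnt4* modestly lower. Those images were not examined here, and whole-trachea counts do not separate the ventral mesenchyme.

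Fig. 5A marks heart muscle genes among those higher at E10.5, and none of the 6 named there was called by edgeR's quasi-likelihood test, with log2 fold changes from 4.07 to 5.48 and adjusted p from 0.0652 to 0.171. All 6 were called by the likelihood ratio test and, chosen after seeing the values, by the exact test of edgeR. DESeq2 called *Tnnt2*, *Myl4*, *Myl7* and *Ttn*, no filter on low counts *Tnnt2* and *Myl4*, all 13 libraries in 1 fit *Tnnt2*, and the replicate number as a block *Myl4*. Without mutant replicate 3 *Tnnt2*, *Myl4*, *Myl7* and *Ttn* were called, and without mutant replicate 2 *Tnnt2* and *Myl7*. Fig. 5B marks *Myl4* and *Myh6* among those higher at E11.5, and neither was called here (log2 fold change 2.97, adjusted p = 0.0803, and 3.30, adjusted p = 0.124). Both were called with no filter on low counts (adjusted p = 0.0211 and 0.0479) and without control replicate 1 (adjusted p = 0.0172 and 0.0265), and *Myl4* by the likelihood ratio test and, chosen after seeing the values, the exact test.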

Other observations

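The fit with sex as a covariate was chosen only after the data were seen. Genes of DNA replication and mitosis were shifted downward in the E10.5 mutant foreguts. All 17 tested had a log2 fold change below 0, with a median of -0.28, and by camera the list was lower (adjusted p = 1.31e-08, and adjusted p = 0.545 with an estimated correlation). EdgeR's quasi-likelihood test called 0 of them (13 lower when adjusted over the list alone, 13 at an unadjusted p under 0.05), the likelihood ratio test 2, DESeq2 9 and limma-voom 0. *Aurkb*, a kinase of mitosis, had a log2 fold change of -0.37 (standard error 0.0698, adjusted p = 0.0560), and the cyclin *Ccna2* -0.31 (standard error 0.0615, adjusted p = 0.0588). In the E11.5 tracheas the median was -0.058, and camera did not call the list (adjusted p = 0.490). The difference between stages was not tested for the list. Of 11 genes of the retinoic acid pathway tested at E10.5, 1 fell and none rose (2 lower when adjusted over the list alone, camera adjusted p = 0.0407, and adjusted p = 0.545 with an estimated correlation), and the number called lower was 0, 0 and 0 without control replicate 1, 2 or 3 and 0 and 0 without mutant replicate 1 or 2.

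Macrophage and vessel genes were higher at both stages by camera, though not with an estimated correlation. Of 11 macrophage genes tested at E11.5, *Mrc1*, the mannose receptor, rose (log2 fold change 1.55, standard error 0.232, adjusted p = 0.00821) and none fell (5 higher when adjusted over the list alone). At E10.5 all 9 macrophage genes tested lay above 0, with a median log2 fold change of 0.90. There edgeR's quasi-likelihood test called 0 (4 higher when adjusted over the list alone, 7 at an unadjusted p under 0.05), the likelihood ratio test 1, DESeq2 0 and limma-voom 0. By camera the list was higher at E10.5 (adjusted p = 0.000105) and at E11.5 (adjusted p = 3.31e-05), with an adjusted p of 0.358 and 0.304 with an estimated correlation. Of 15 endothelial genes, the angiopoietin receptor *Tek* rose at E10.5 (log2 fold change 0.94, standard error 0.154, adjusted p = 0.0485) and the VEGF receptor *Kdr* at E11.5 (log2 fold change 0.89, standard error 0.151, adjusted p = 0.0171), and none fell (5 and 3 higher when adjusted over the list alone). By camera the endothelial list was higher at both stages (adjusted p = 0.000376 and 0.00389), with an adjusted p of 0.568 and 0.392 with an estimated correlation. *Mrc1* was not called without control replicate 3 (adjusted p 0.0603). *Tek* was not called without control replicate 1, 2 or 3 (adjusted p 0.217, 0.161 and 0.102) or mutant replicate 1 or 2 (0.106 and 0.0948). *Kdr* was not called without control replicate 2 or 3 (adjusted p 0.0596 and 0.0603). Without mutant replicate 3, 3 endothelial genes were called higher at E10.5. *Tek* was not called at E10.5 in 8 of the 14 other settings of the fit. *Kdr* was not called at E11.5 in 3 of the 14 other settings of the fit.

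Of 8 genes of the mesothelium and epicardium, the keratin *Krt19* rose at E11.5 (log2 fold change 1.99, standard error 0.409, adjusted p = 0.0328) and none fell (3 higher when adjusted over the list alone, camera adjusted p = 0.0435, and adjusted p = 0.392 with an estimated correlation). In the same tracheas 11 of 15 foregut epithelium genes were called higher, and which cells the *Krt19* reads came from was not tested. At E10.5 the median log2 fold change of the mesothelium and epicardium genes was 0.77. EdgeR's quasi-likelihood test called 0 of the 8 at E10.5 (4 higher when adjusted over the list alone, 6 at an unadjusted p under 0.05), the likelihood ratio test 4, DESeq2 3 and limma-voom 0 (camera adjusted p = 0.00486, and adjusted p = 0.568 with an estimated correlation). Of 15 foregut epithelium genes at E10.5, the same test called 0 (4 higher when adjusted over the list alone, 9 at an unadjusted p under 0.05), the likelihood ratio test 2, DESeq2 3 and limma-voom 0, and 1 without mutant replicate 3 (camera adjusted p = 0.000114, and adjusted p = 0.568 with an estimated correlation). *Shh*, the HH ligand of the epithelium, had a log2 fold change of 0.78 there (standard error 0.145, adjusted p = 0.0560). *Krt19* was not called without control replicate 2 or 3 (adjusted p 0.121 and 0.137) or mutant replicate 1, 2 or 3 (0.0759, 0.0527 and 0.0724). *Krt19* was not called at E11.5 in 2 of the 14 other settings of the fit.

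At E11.5 the 12 red blood cell genes tested all lay above 0, with a median of 0.72, and edgeR's quasi-likelihood test called 0 (1 higher when adjusted over the list alone, 1 at an unadjusted p under 0.05), the likelihood ratio test 1, DESeq2 0, limma-voom 0 and the fit with sex as a covariate 0, and 1 without mutant replicate 2 (camera adjusted p = 0.0111, and adjusted p = 0.564 with an estimated correlation). Of 12 genes of hypoxia and glycolysis at E10.5, *Pdk1* rose (log2 fold change 0.70, standard error 0.112, adjusted p = 0.0456) and none fell (4 higher when adjusted over the list alone, camera adjusted p = 0.00533, and adjusted p = 0.568 with an estimated correlation), and the number called was 0, 0 and 0 without control replicate 1, 2 or 3 and 0 and 2 without mutant replicate 1 or 2. *Pdk1* was not called without control replicate 1, 2 or 3 (adjusted p 0.211, 0.152 and 0.110) or mutant replicate 1 (0.103). Of 7 immediate early genes at E10.5, all 7 lay above 0, with a median log2 fold change of 0.34, and edgeR's quasi-likelihood test called 0 (1 higher when adjusted over the list alone, 3 at an unadjusted p under 0.05), the likelihood ratio test 0, DESeq2 1 and limma-voom 0 (camera adjusted p = 0.0407, and adjusted p = 0.545 with an estimated correlation). Camera called none of the lists of the Hox genes, the BMP ligands and antagonists, the BMP response genes, the FGF pathway, the p53 targets, the liver genes, the pharyngeal endoderm genes, the respiratory epithelium genes, the respiratory mesenchyme genes and the neural crest and neuron genes at either stage, with adjusted p from 0.0603 to 0.941. At E11.5 fry called the BMP response genes (adjusted p = 0.00957) and the BMP ligands and antagonists (adjusted p = 0.0489) higher. *Pdk1* was not called at E10.5 in 5 of the 14 other settings of the fit. *Pdk1* was not called at E11.5 in 2 of the 14 other settings of the fit.

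Neuronal genes were high in 1 mutant foregut of E10.5. *Tubb3*, a tubulin of neurons, had 3.46, 10.2 and 265 CPM in mutant replicates 1, 2 and 3 and 8.94, 7.91 and 13.8 in the controls (log2 fold change 3.18, standard error 1.37, adjusted p = 0.266). *Elavl3* and *Stmn2* had 71.5 and 136 CPM in mutant replicate 3, against at most 5.20 and 5.60 in the other 5 libraries. EdgeR's quasi-likelihood test called 0 of 11 neural crest and neuron genes tested at E10.5 (1 higher and 1 lower at an unadjusted p under 0.05), the likelihood ratio test 0, DESeq2 0 and limma-voom 0. Across the 14823 genes tested at both stages, the log2 fold changes at E10.5 and E11.5 had a Pearson correlation of 0.262 across genes, which are not independent replicates.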
